# Mimicking acute airway tissue damage using femtosecond laser nanosurgery in airway organoids

**DOI:** 10.3389/fcell.2023.1268621

**Published:** 2023-09-08

**Authors:** Lara Gentemann, Sören Donath, Anna E. Seidler, Lara Patyk, Manuela Buettner, Alexander Heisterkamp, Stefan Kalies

**Keywords:** airway organoids, acute lung damage, epithelial repair, laser-based nanosurgery, femtosecond laser

## Abstract

Airway organoids derived from adult murine epithelial cells represent a complex 3D *in vitro* system mimicking the airway epithelial tissue’s native cell composition and physiological properties. In combination with a precise damage induction via femtosecond laser-based nanosurgery, this model might allow for the examination of intra- and intercellular dynamics in the course of repair processes with a high spatio-temporal resolution, which can hardly be reached using *in vivo* approaches. For characterization of the organoids’ response to single or multiple-cell ablation, we first analyzed overall organoid survival and found that airway organoids were capable of efficiently repairing damage induced by femtosecond laser-based ablation of a single to ten cells within 24 h. An EdU staining assay further revealed a steady proliferative potential of airway organoid cells. Especially in the case of ablation of five cells, proliferation was enhanced within the first 4 h upon damage induction, whereas ablation of ten cells was followed by a slight decrease in proliferation within this time frame. Analyzing individual trajectories of single cells within airway organoids, we found an increased migratory behavior in cells within close proximity to the ablation site following the ablation of ten, but not five cells. Bulk RNA sequencing and subsequent enrichment analysis revealed the differential expression of sets of genes involved in the regulation of epithelial repair, distinct signaling pathway activities such as Notch signaling, as well as cell migration after laser-based ablation. Together, our findings demonstrate that organoid repair upon ablation of ten cells involves key processes by which native airway epithelial wound healing is regulated. This marks the herein presented *in vitro* damage model suitable to study repair processes following localized airway injury, thereby posing a novel approach to gain insights into the mechanisms driving epithelial repair on a single-cell level.

## 1 Introduction

Due to its physiological function, the lung is constantly exposed to external, airborne hazards such as pollutants or viruses. While this can lead to acute irritation of the lung epithelial tissue, long-term or high-dosage exposures might induce chronic inflammatory conditions (Vernooy et al., 2002; Guo et al., 2018). These pathologies are often accompanied by high rates of tissue damage, which, at a certain point, cannot be repaired by endogenous regeneration mechanisms anymore, making pulmonary diseases one of the world’s leading causes of death (Hogan et al., 2014; Barkauskas et al., 2017). While, under homeostatic conditions, the airway epithelium represents a rather quiescent tissue, it unleashes a remarkable regenerative potential with high lineage plasticity upon injury (Rao Tata and Rajagopal, 2017; Wu et al., 2022). In this context, several studies have identified Trp63^+^, Krt5^+^ basal cells as the airway epithelium’s resident stem cells serving for self-renewal and as progenitors during repair (Rock et al., 2010; Wu et al., 2022). The balance between basal cell maintenance or differentiation is regulated by the dynamic activity of different signaling pathways. Especially Notch signaling controls the fate of basal as well as their derivative luminal secretory cells during homeostasis and following injury (Tsao et al., 2009; Rock et al., 2011; Xing et al., 2012; Mori et al., 2015; Pardo-Saganta et al., 2015). While luminal Krt8^+^, Scgb1a1^+^ secretory cells can give rise to multiciliated cells under low Notch activity, the maintenance of their secretory cell state is regulated by juxtacrine Notch signals derived from basal cells (Pardo-Saganta et al., 2015). Besides their capability to further differentiate, secretory cells were shown to be able to fully restore an ablated basal cell population by dedifferentiation, thereby acting as a backup progenitor cell population (Rawlins et al., 2009; Tata et al., 2013; Wu et al., 2022). Still, on the cellular level, it has yet to be solved which events are necessary for effective repair or, *vice versa*, finally lead to the aforementioned pathologies (Barkauskas et al., 2017).

To gain a better understanding of how early endogenous regeneration and repair processes occur and how these could be controlled or regulated to ultimately enable the development of cell-based therapeutics, it is essential to study the fate of single cells upon injury. In this context, the advancement of appropriate model systems is indispensable. Organotypic models, such as stem cell-derived, self-assembled organoids, mimic the native tissue’s complex three-dimensional structure and cell heterogeneity as well as interaction, thereby resembling its biological properties to a high extent (Clevers, 2016; Barkauskas et al., 2017). For *in vitro* regeneration studies of airway epithelial tissue, several injury models have been developed, which, in a majority of cases, are based on the application of either naphthalene, sulfur dioxide, or on ionizing radiation (Borthwick et al., 2001; Hsu et al., 2014). These methods induce broad and rather unspecific damage. To study localized acute injury and reaction, the spatially selective ablation of only a limited number of cells is desirable. This would allow the identification of events specifically triggered in cells close to the injury site, potentially serving as essential factors for repair. One possible approach for such a targeted and precise damage induction in cellular systems is the employment of femtosecond laser nanosurgery (König et al., 1999; Heisterkamp et al., 2005; Vogel et al., 2005; Müller et al., 2021). Based on non-linear optical effects within biological material, this method generates a low-density plasma of free electrons which causes the bonds between molecules to break (Vogel et al., 2005). Femtosecond laser nanosurgery outperforms other manipulation techniques due to its very high spatial selectivity. As there is negligible heating and confinement of all effects to the focal volume, precise 3D application is possible without adverse effects to surrounding cells (Cheng et al., 2021; Liang and Vogel, 2022). In the context of organoids, femtosecond laser nanosurgery has previously been applied to selectively ablate single cells and study the neighboring cells’ reparative response in colonoids (Donath et al., 2022).

Here, we apply targeted femtosecond laser-based nanosurgery in combination with state-of-the-art imaging technologies such as multiphoton or confocal microscopy to better understand epithelial repair in airway organoids (see Figure 1). The precise ablation of a single or up to ten cells enabled the investigation of the individual cells’ damage response dependent on their distance to the injured site in terms of their migratory and proliferative behavior. Moreover, we conducted RNA sequencing to support our findings on a molecular level and to identify further factors and processes functionally involved in epithelial repair after localized injury in airway organoid.

**FIGURE 1:**
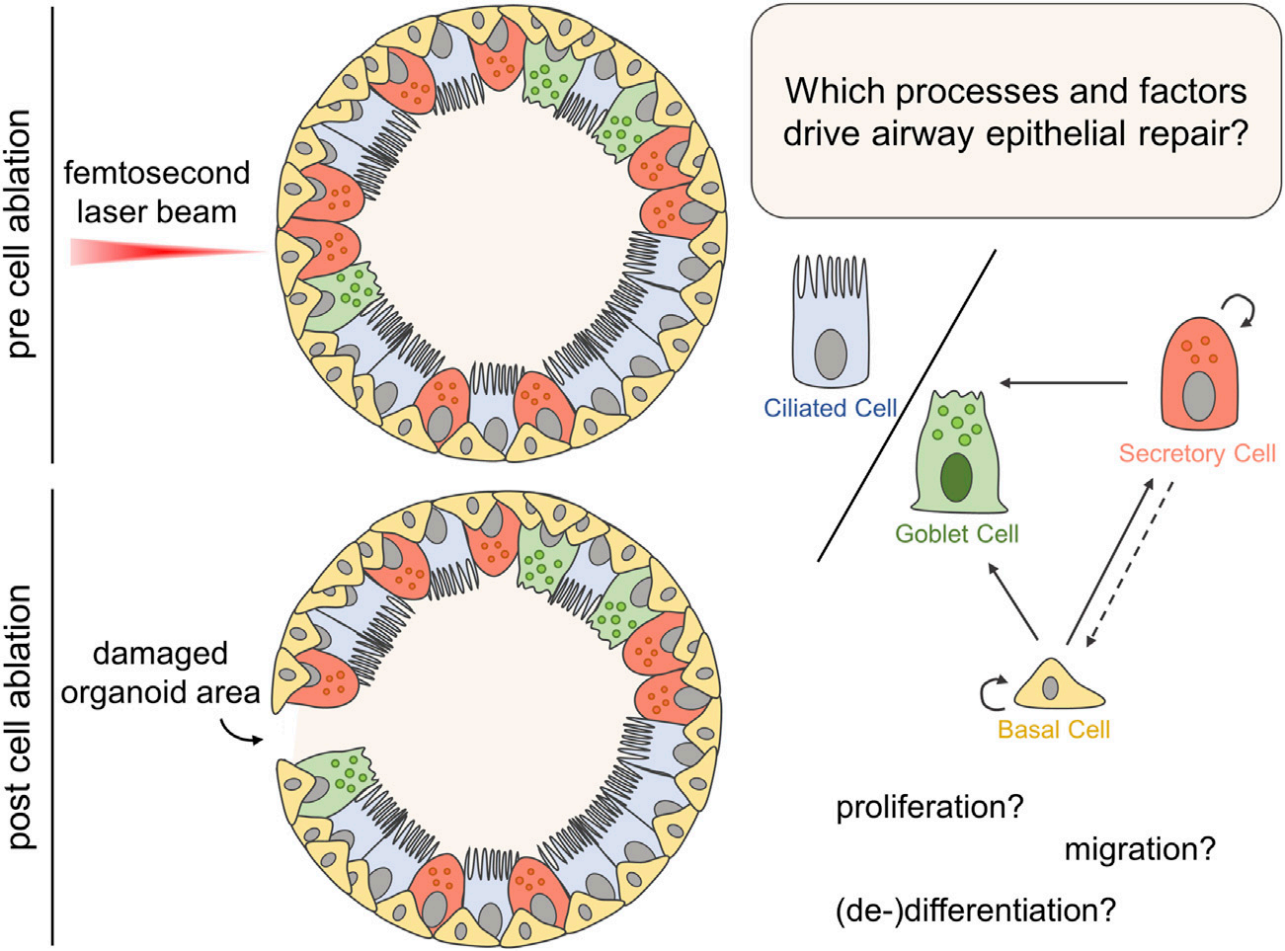
Airway organoids, mimicking the structure of proximal airway epithelial tissue mainly composed of basal as well as luminal secretory, ciliated, and goblet cells, were subjected to femtosecond laser-based nanosurgery for targeted ablation of a single or up to ten cells. Subsequently, multiphoton or confocal microscopy was employed to study the organoid’s response to the damage in terms of structural integrity, proliferation, migration and changes in gene expression to identify processes driving the epithelial repair.

## 2 Materials and methods

### 2.1 Isolation and preparation of airway organoids

The protocol for the isolation of airway epithelial cells was based on the work of Rabata et al. (2017). The experiments complied with the German Animal Protection Act (§4, TierSchG) and were approved by the local institutional advisory committee for animal care and research and by the Lower Saxony State Office for Consumer Protection and Food Safety (file number 42500/1H).

C57BL/6J wildtype mice (both sexes, 10–14 weeks) were sacrificed by CO_2_ inhalation and subsequent cervical dislocation. The lungs were collected and kept in 1× Dulbecco’s phosphate-buffered saline (DPBS, Sigma-Aldrich, MO, United States). Under sterile conditions, the tissue was cut into small pieces which were then transferred into freshly prepared and prewarmed (37°C) digestion solution (DMEM, high glucose (Sigma-Aldrich, MO, United States) supplemented with 3 mg/mL collagenase A (Sigma-Aldrich, MO, United States), 2 mg/mL trypsin (Sigma-Aldrich, MO, United States), 5% fetal calf serum (Pan Biotech, Germany), 5 μg/mL insulin (Sigma-Aldrich, MO, United States), 1× Cellshield (Biochrom, Germany)). After incubation of 1 h at 37°C under constant agitation, the cell suspension was centrifuged for 5 min at 450 × g and 4°C, followed by two subsequent erylysis steps for 2 min and 30 s, respectively, using Red Blood Cell Lysis Buffer (155 mM NH_4_Cl, 12 mM NaHCO_3_, 0.1 mM EDTA in ddH_2_O, pH 7.4). DNA digestion was conducted in DMEM supplemented with 20 U/mL DNase I (Sigma-Aldrich, MO, United States) for 3 min at room temperature (RT). To decrease the number of stromal cells, the cell suspension was subjected to differential centrifugation three times for 10 s each, at 450 × g and 4°C. The organoid-forming epithelial cells, concentrated in the cell pellet, were further dissociated into a single-cell solution by incubation in 1× TrypLE Select (Thermo Fisher Scientific, MA, United States) for 10 min at RT and passed through a 40 μm cell strainer (VWR, PA, United States). The cells were resuspended in Cultrex Reduced Growth Factor Basement Membrane Extract (BME), Type R1 (R&D Systems, MN, United States) at a concentration of 2.5 × 10^6^ cells/mL and plated in domes of 30 µL/well in a 24-well plate (Costar^®^ Cell Culture Plate, Corning Incorporate™, NY, United States of America) preheated to 37°C. After a subsequent incubation of the plated cells for 30 min at 37°C, 5% CO_2_ for gelation of the Cultrex, organoid growth medium (DMEM, high glucose, GlutaMAX™, pyruvate (Thermo Fisher Scientific, MA, United States of America) with 50% L-WRN-supernatant (ATCC^®^ CRL3276™ in DMEM, high glucose, GlutaMAX™, pyruvate plus 10% fetal calf serum), 1× N2 (Invitrogen, CA, United States of America), 1× B27 (Invitrogen, CA, United States), 50 ng/μL recombinant mouse epidermal growth factor (Sigma-Aldrich, MO, United States), 10 μM Y-27632 (Tocris, Bristol, United Kingdom), 1× Cellshield (Biochrom, Berlin, Germany)) was added and the cells were kept at 37°C, 5% CO_2_ and a humidified atmosphere. During the first few passages (2–3 weeks), remaining non-epithelial cells that were initially seeded together with epithelial organoid-forming cells gradually underwent cell death, as previously described by Chiu et al. for a similar culture model (Chiu et al., 2022). While organoid culture was accompanied by an adherent stromal cell monolayer, solely airway epithelial organoids grew within Cultrex embedding. These airway organoids were characterized by a basal cell layer positive for Trp63 and cytokeratin 5 (CK5), and a luminal CK8-positive differentiated cell layer including ciliated cells (acetylated alpha-tubulin-positive) (Supplementary Figure S1, Supplementary Video S1, Supplementary Files S1–S3).

### 2.2 Airway organoid culture and transduction

Airway organoids were cultured in growth medium at 37°C, 5% CO_2,_ and a humidified atmosphere as described above. Medium was changed every 2–3 days and organoids were passaged every 10–14 days. Genetic modification of organoid cells, allowing the expression of a fluorescent protein, was achieved via lentiviral transduction. Lentiviral particles were produced via third-generation split packaging protocol in HEK293T cells (DSMZ, Germany) as previously described (Schambach et al., 2006). The transfer plasmid contained the sequence for expression of a histone 2A-mCherry fusion protein under control of a Trp63 promoter, which was amplified from human genomic DNA as previously described (Lanza et al., 2006). Lentiviral transduction was performed based on a protocol previously described for employment in intestinal organoids by van Lidth de Jeude and colleagues (Van Lidth De Jeude et al., 2015).

### 2.3 Laser setup, imaging, and manipulation

For laser-based nanosurgery applications, including multiphoton imaging as well as manipulation, a Chameleon Ultra II laser system with a pulse length of 140 fs and a repetition rate of 80 MHz, previously described (Müller et al., 2019), was employed. Organoids labeled by histone 2A (H2A)-mCherry fusion protein were visualized at an excitation wavelength of 730 nm and emission was detected by a photomultiplier tube (Hamamatsu Photonics, Japan) using an emission filter at 607 ± 18 nm. Cell ablation was conducted with a wavelength of 730 nm, a pulse energy of 0.9 nJ, and a dissection speed of 15 μm/s.

### 2.4 Analysis of organoid morphology, cell proliferation, and migration

#### 2.4.1 Analysis of organoid morphology and cell migration

For analysis of organoid morphology and cell migration, organoids were transferred to a glass-bottom dish (µ-Dish 35 mm, high Grid-500 Glass, Ibidi, Germany). Therefore, Cultrex was dissolved and airway organoids were selectively pulled out of the suspension under a transmitted light microscope using a 20 µL pipette, followed by embedding into fresh Cultrex and covering with growth medium. The following day, the medium was changed to FluoroBrite™ DMEM (Thermo Fisher Scientific, MA, United States), and laser nanosurgery was conducted yielding ablation of either none (control), a single, two, five, or ten cells per organoid. Following cell ablation, two-photon microscopy images (z-stacks in the range of ±10 µm from the ablation plane with a step-size of 2 µm) were captured every 30 min over 4–6 h, and again at 24 h post-ablation. Organoids were kept under culture conditions (37°C, 5% CO_2_) throughout the experimental procedure.

For analysis of the impact of cell ablation on organoid morphology, organoid growth was quantitively determined using a custom Fiji macro calculating the mean organoid diameter. For this, the organoid’s minor and major axes on each of ten images captured per time point (ten z-slices in distances of 2 μm) were measured and subsequently averaged for each time point to obtain the diameter.

As airway organoids are characterized by a nearly centrosymmetric structure, we decided to quantify data using a 2D representation. Thus, for analysis of cell migration within organoids, maximum intensity projections of the captured z-stacks (±6 µm from ablation plane with a step-size of 2 µm) were generated for every point in time via Fiji. Using Fiji TrackMate plugin in combination with Stardist detector (Schmidt et al., 2018; Ershov et al., 2022), all cells were detected via their fluorescently labeled nuclei and subsequent employment of LAP Tracker identified the individual cells’ trajectories. To obtain data on every single cell’s migratory behavior in dependence on their distance from the ablation site, track data was further processed by a custom Matlab script.

#### 2.4.2 Analysis of cell proliferation

For analysis of cell proliferation within airway organoids, an EdU assay was performed as described previously by Donath et al. (2022). Briefly, organoids were transferred to a glass-bottom dish (µ-Dish 35 mm, high Grid-500 Glass, Ibidi, Germany) as described in Section 2.4.1. The following day, medium was changed to FluoroBrite™ DMEM (Thermo Fisher Scientific, MA, United States) supplemented with 10 µM 5-Ethynyl-2-deoxyuridine (5-EdU, Jena Bioscience, Germany) and organoids were incubated at 37°C, 5% CO_2_ for 2 h. Subsequent laser nanosurgery was conducted for ablation of either none (control), five or ten cells per organoid. At 4 h post cell ablation, organoids were fixed by incubation with 4% Roti®-Histofix (Carl Roth, Germany) supplemented with 1% glutaraldehyde (Carl Roth, Germany) for 20 min at RT. Cell permeabilization was conducted by incubation in 0.5% Triton X-100 (Carl Roth, Germany) in DPBS (Sigma-Aldrich, MO, United States) for 20 min at RT. A subsequent click-chemistry-mediated staining reaction was achieved by incubation of organoids in the reaction mix (1 mM Cu_2_SO_4_ (Jena Bioscience, Germany), 10 mM sodium ascorbate (Jena Bioscience, Germany), 8 µM 5-FAM Azide (Biomol, Germany) diluted in DPBS (Sigma-Aldrich, MO, United States)) for 1 h at 37°C in the dark, leading to fluorescent visualization of EdU that was incorporated into the DNA. Nuclear counterstaining was conducted using NucSpot^®^ 650 (final 1×, Biotium Inc., United States). Multi-channel z-stacks in the range of ±8 µm from the ablation plane with a step-size of 2 µm were captured by confocal laser scanning microscopy (Leica TCS SP5). As described in Section 2.4.1, for analysis, 2D representations of image data was used. Therefore, image data were processed using Fiji to generate a z-projection (sum slices), which was then used for nuclei detection of both EdU-positive as well as all cells via Fiji Stardist (Schmidt et al., 2018). The relative proliferation rate, defined as the ratio of EdU-positive to all cells, was determined and, using a custom Matlab script, was put into relation to the cells’ distances from the ablation site.

### 2.5 Transcriptome analysis via bulk RNA sequencing

For transcriptome analysis, 45 organoids were transferred to a glass-bottom dish (µ-Dish 35 mm, high Grid-500 Glass, Ibidi, Germany). The following day, medium was replaced by FluoroBrite™ DMEM (Gibco, United States), and laser-based ablation of ten neighboring cells within each organoid was conducted. Another dish with 45 organoids prepared analogously and kept under the same experimental conditions remained untreated as control. The organoids were incubated at 37°C, 5% CO_2_ and a humidified atmosphere for 4.5 h after cell ablation, followed by organoid harvesting using Cultrex^®^ 3D Culture Cell Harvesting Kit (Trevigen, MD, United States) according to the manufacturer’s protocol. After final centrifugation for 5 min at 850 × g and 4°C, organoids were resuspended in 1× DNA/RNA Shield™ (Zymo Research, CA, United States) and stored at −80 °C until all samples were collected. RNA isolation was conducted using *Quick*-RNA™ Microprep Kit (R1050, Zymo Research, CA, United States) following the manufacturer’s instructions. Subsequent library generation, RNA sequencing run, raw data processing, and differential expression analysis were performed by the Genomic core facility of Hannover Medical School.

#### 2.5.1 Library generation, quality control, and quantification

150 ng of total RNA per sample were utilized as input for mRNA enrichment procedure with ‘NEBNext^®^ Poly(A) mRNA Magnetic Isolation Module’ (E7490L; New England Biolabs) followed by stranded cDNA library generation using “NEBNext^®^ Ultra II Directional RNA Library Prep Kit for Illumina” (E7760L; New England Biolabs). All steps were performed as recommended in the user manual E7760 (Version 1.0_02-2017; NEB) except that all reactions were downscaled to 2/3 of initial volumes.

cDNA libraries were barcoded by dual indexing approach, using “NEBNext Multiplex Oligos for Illumina–96 Unique Dual Index Primer Pairs” (6440S; New England Biolabs). All generated cDNA libraries were amplified with 10 cycles of final PCR.

One additional purification step was introduced at the end of the standard procedure, using 1.2x “Agencourt^®^ AMPure^®^ XP Beads” (#A63881; Beckman Coulter, Inc.). Fragment length distribution of individual libraries was monitored using “Bioanalyzer High Sensitivity DNA Assay” (5,067-4626; Agilent Technologies). Quantification of libraries was performed by use of the “Qubit^®^ dsDNA HS Assay Kit” (Q32854; ThermoFisher Scientific).

#### 2.5.2 Library denaturation and sequencing run

Equal molar amounts of individually barcoded libraries were pooled for a common sequencing run in which each analyzed library constituted 16.7% of overall flowcell/run capacity. The library pool was denatured with NaOH and was finally diluted to 1.8 p.m. according to the Denature and Dilute Libraries Guide (Document # 15048776 v02; Illumina). 1.3 mL of the denatured pool was loaded on an Illumina NextSeq 550 sequencer using a Mid Output Flowcell (130 M cluster) for 2 × 75 bp paired-end reads (20024904; Illumina). Sequencing was performed with the following settings: Sequence reads 1 and 2 with 76 bases each; Index reads 1 and 2 with 8 bases each.

#### 2.5.3 BCL to FASTQ conversion

BCL files were converted to FASTQ files using bcl2fastq Conversion Software version v2.20.0.422 (Illumina).

#### 2.5.4 Raw data processing and quality control

Raw data processing was conducted by use of nfcore/rnaseq (version 1.4.2) which is a bioinformatics best-practice analysis pipeline used for RNA sequencing data at the National Genomics Infrastructure at SciLifeLab Stockholm, Sweden. The pipeline uses Nextflow, a bioinformatics workflow tool. It pre-processes raw data from FastQ inputs, aligns the reads and performs extensive quality-control on the results. The genome reference and annotation data were taken from GENCODE.org (*Mus musculus*; GRCm38. p6).

#### 2.5.5 Normalization and differential expression analysis

Normalization and differential expression analysis was performed on the internal Galaxy (version 20.05) instance of the RCU Genomics, Hannover Medical School, Germany with DESeq2 (Galaxy Tool Version 2.11.40.6) with default settings except for “Output normalized counts table”, which was set to “Yes” and all additional filters were disabled (“Turn off outliers replacement”, “Turn off outliers filtering”, and “Turn off independent filtering” set “Yes”). The different conditions were selected as primary factor whereas the batch was used as secondary factor in DESeq2 analyses (two factor design).

#### 2.5.6 Gene ontology enrichment analysis

Gene ontology enrichment analysis was performed on the basis of all DEGs (p-adj <0.05) using Cytoscape software (version 3.9.1) (Shannon et al., 2003) and StringApp (Doncheva et al., 2019).

### 2.6 Image analysis and statistics

All image data analysis was performed via Fiji (Schindelin et al., 2012), including Stardist (Schmidt et al., 2018) and TrackMate (Ershov et al., 2022) plugins. Further data analysis, including graphical representation, was conducted using Matlab software (version 2022a) and OriginPro 2021b (version 9.8.5.201, OriginLab Corporation, Northampton, MA, United States).

Statistical analysis was performed using Microsoft Excel (Microsoft Corporation, Redmond, WA, United States). Student’s unpaired *t*-test and One-Way ANOVA were used to test for significant differences between groups, thereby applying a significance level of *α* = 0.05.

## 3 Results

### 3.1 Local cell death has no consequences for organoid survival and long-term morphology

As described by Donath et al., native colonic epithelial repair processes can be observed in colonoids on a cellular level upon femtosecond laser-based ablation of as little as a single cell (Donath et al., 2022). Based on this, we aimed to generate an airway organoid damage model allowing for the examination of endogenous repair mechanisms on a single-cell level, triggered by highly localized injury induction via ablation of few cells.

Initially, to study how local cell death affects the overall viability and morphology of airway organoids, femtosecond laser-mediated damage was induced on a single-cell level, and organoids were tracked using multiphoton microscopy over a subsequent period of 24 h. Untreated organoids kept under the same experimental conditions served as control.

Upon ablation of either a single or multiple (two, five, or ten) neighboring cells, the overall organoid viability within 24 h post cell ablation, determined by microscopic examination of the organoid’s structural integrity, was closely 100% and did not differ from the survival rate observed in control organoids (Figure 2). For either condition, cell ablation immediately led to a strong autofluorescence signal within the damage site. Subsequently, a shedding of the dead cell/s into the organoid’s lumen and an invagination of cells surrounding the damaged area was observed within 1 h. While the injured area showed at least a partial repair at 4 h post laser-based ablation, especially in the case of ablation of five or ten cells, the damage site was still clearly visible at this point in time (Figure 2A). Independent of the extent of damage, the observed gap within the cell layer was closed within 24 h after laser treatment, the structural integrity was restored. Representative timelines of organoids subjected to ablation of either a single or ten cells, captured in the period from pre until 24 h post ablation via multiphoton microscopy, are shown in Figure 2A. Color-labeled image overlays of the organoid pre laser treatment (red) and either of the subsequent captures (cyan) served for better visualization of the damage site and potential morphological changes in the course of repair (Figure 2B).

**FIGURE 2:**
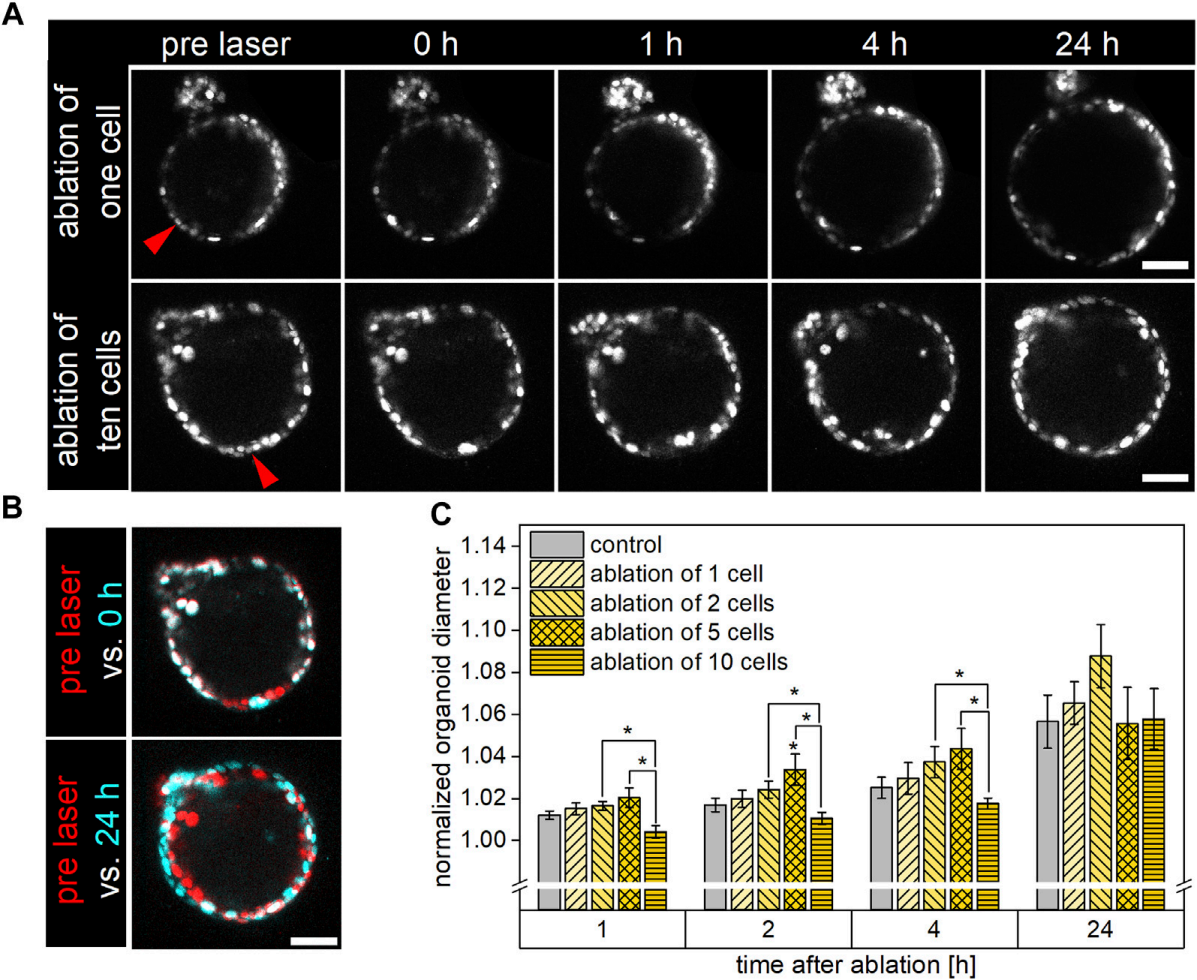
Influence of single or multiple cell ablation on morphology, structural integrity, and growth behavior of airway organoids. The organoids’ structural integrity was restored within 24 h post cell ablation independent of the extent of damage. Organoids subjected to the ablation of five cells showed an increased growth potential in the early phase after damage induction, while ablation of ten cells tended to decelerate organoid growth within this time. **(A)**: Representative timelines showing organoids pre, as well as 0, 1, 4, and 24 h post ablation of either a single (top row) or ten neighboring (bottom row) cells. Red arrows indicate ablation site. Scale bar: 50 µm. **(B)**: Color-labeled overlays of organoid images captured pre (red) and post (cyan) laser manipulation. Immediately following cell ablation (top), red- and cyan-colored cells indicate the damage area, in which the cyan-colored signal originates from strong autofluorescence of ablated cells. At 24 h post laser ablation (bottom), the organoid had grown, indicated by non-overlapping red and cyan color-labeled cells. Scale bar: 50 µm. **(C)**: Relative diameter of control organoids as well as of organoids subjected to ablation of either a single, two, five, or ten cells at 1, 2, 4, and 24 h post laser manipulation. Data shown represent mean ± SEM, *n* ≥ 6 per condition, *: *p* < 0.05, statistics refer to control if not stated otherwise.

For examination of the impact of cell ablation on organoid morphology, organoid growth was quantitively analyzed using a custom Fiji macro that determined the mean organoid diameter. For this, the organoid’s minor and major axes on each of the ten images captured per time point (ten z-slices in distances of 2 µm) were measured and subsequently averaged for each time point to obtain the diameter. For these experiments, organoids with an initial diameter of 148 ± 4 µm were used, and growth to a mean diameter of 157 ± 5 µm was observed within 24 h. For further analysis and better comparison between the groups, all raw data were normalized to the respective organoid’s initial size pre ablation.

The changes over time of the normalized organoid’s mean diameters of each group are depicted in Figure 2C. It was found that, within 24 h, the organoids’ diameters of the different conditions increased by 5.7% ± 1.3%, 6.5% ± 1.0%, 8.8% ± 1.5%, 5.6% ± 1.7% and 5.8% ± 1.4% in case of control, ablation of a single, two, five, and ten cells, respectively, with no statistically significant differences between any two conditions. In the early period of repair, especially ablation of five cells slightly promoted the organoids’ growth potential compared to the control. In this context, control organoid diameter increases to 101.2% ± 0.2%, subsequently to 101.7% ± 0.3%, and further to 102.5% ± 0.5% after one, two, and 4 h were measured. In comparison, organoids subjected to ablation of five cells had grown to 102.0% ± 0.5% (*p* = 0.09), 103.4% ± 0.7% (*p* = 0.03), and 104.4% ± 1.0% (*p* = 0.19) of their original diameter at the same time points. On the contrary, ablation of ten cells seemed to arrest organoid growth within the first 4 h post laser treatment. In this case, only minor increases in organoid diameter to 100.4% ± 0.3% (*p* = 0.08) and subsequently to 101.1% ± 0.3% and to 101.8% ± 0.3% after one, two, and 4 h after ablation were determined. These changes in size were less than those observed for the control group (*p* > 0.05) as well as for organoids subjected to two- or five-cell-ablation (*p* < 0.05).

In conclusion, laser-based ablation of up to ten cells did not affect the overall viability or mid-term (24 h) growth potential of airway organoids, while enhanced or decelerated organoid size increases were observed in the early repair period in case of ablation of five or ten cells, respectively.

### 3.2 Cell death leads to increased proliferation in airway organoids dependent on the extent of damage

Next, we aimed for a more detailed investigation of cell proliferation—a major contributing factor of organoid growth and epithelial restitution (Crosby and Waters, 2010)—within organoids following laser-based nanosurgery. For this, an EdU assay was performed to fluorescently label cells that underwent cell cycle S-phase within 4 h post cell ablation (Kotogány et al., 2010). As previous morphological analyses revealed that ablation of five or ten cells led to the most pronounced alterations in organoid growth behavior within 4 h post laser treatment, these conditions were chosen to examine the proliferation of individual cells within airway organoids. Organoids kept under the same experimental conditions without being subjected to laser nanosurgery served as control.

Qualitatively, confocal microscopy images of fixed organoids stained for EdU incorporation with nuclear counterstain show the extent of proliferative cells within each organoid, representatively illustrated in Figure 3A. For quantitative analysis of the relative proliferation rate within each organoid, Fiji Stardist plugin (Schmidt et al., 2018) was employed to recognize all as well as EdU positive cells only (Figure 3B) in images acquired via confocal microscopy. A subsequent application of a custom MatLab script fitted all organoid cells to a circle, in which the distance from the ablation site of each cell was determined (Figure 3C). Further, the script supplied data on the relative proliferation rate in dependence on the distance from the ablation site for each condition. As presented in Figure 3D, it was found that the overall proliferation rate in organoids subjected to ablation of five cells amounts to 18.4% ± 0.8% at 4 h post laser treatment, which represents a significant increase in comparison to untreated organoids (13.3% ± 2.1%, *p* = 0.04). It can further be observed that, in the case of ablation of five cells, an enhanced number of proliferative cells is located either in close proximity to or in an intermediate distance to the ablation site. In this context, proliferation rates of 19.7% ± 2.4% and 26.9% ± 3.5% were measured at distances from the ablation site of 30–60 μm and 120–150 μm, respectively. However, compared to the control, no significant alterations of the proliferation rate were detected for organoids subjected to ten-cell-ablation in either case of overall or location-dependent analysis. Against expectations gained from previous morphological analyses, the location-independent proliferation rate of organoids in which ten cells were ablated amounted to 17.1% ± 2.2%, which was slightly higher than the one determined for control organoids (*p* = 0.18). Also, similar to the observations made for organoids subjected to ablation of five cells, tendencies for enhanced proliferation rates in direct proximity to the ablation site (19.2% ± 4.1% at distances of 0–30 μm, *p* = 0.13) as well as further away (26.9% ± 4.9% at distances of 180–210 μm, *p* = 0.05) were detected in organoids after ablation of ten cells.

**FIGURE 3:**
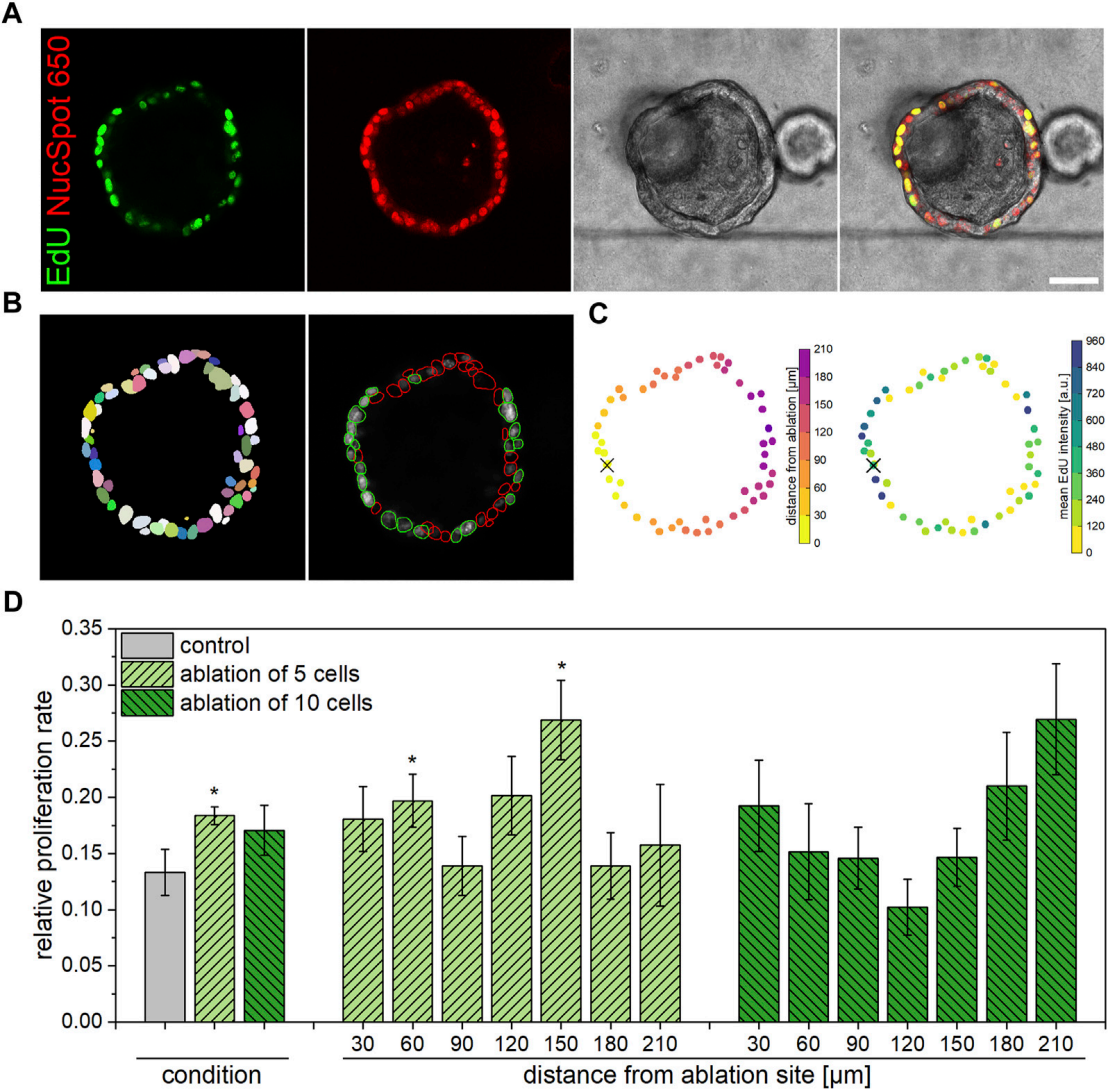
Influence of multiple cell ablation on proliferation within airway organoids. Ablation of five cells induced an enhanced proliferative behavior within 4 h post laser nanosurgery in cells within close proximity as well as at an intermediate distance to the ablation site. **(A)**: Representative confocal microscopy images showing an organoid 4 h post ablation of ten cells, stained for EdU incorporation (green) and all nuclei (red). Scale bar: 50 µm. **(B)**: Images obtained from Fiji analysis workflow showing detection of all cells via Stardist (left) and subsequent determination of EdU-positive (green circling) vs. all cells (red circling) (right). **(C)**: Images obtained from Matlab analysis workflow showing the distance from ablation site (left) and the mean EdU staining intensity (right) of each cell. Cross indicates center of ablation site. **(D)**: Relative location-independent (left) and location-dependent (right) proliferation rate of control organoids as well as of organoids subjected to ablation of either five or ten cells at 4 h post laser manipulation. Data shown represents mean ± SEM, *n* ≥ 8 per condition, *: *p* < 0.05, statistic refers to control if not stated otherwise.

In conclusion, it was found that especially ablation of five cells induced an enhanced proliferation rate within airway organoids in the early phase of damage repair. In this context, the observed broad induction of cell proliferation is attributable to locally significantly increased proliferation events in cells in close proximity to as well as in an intermediate distance from the ablation site.

### 3.3 Large-area damage results in increased localized migration

As epithelial restitution generally depends on both cell proliferation as well as migration (Zahm et al., 1997), we next aimed to examine the migratory behavior of organoid cells within 24 h post laser treatment. For this, images of organoids subjected to ablation of either no (control), five or ten cells acquired via multiphoton microscopy were analyzed using Fiji Stardist (Schmidt et al., 2018) and Trackmate (Ershov et al., 2022) plugins. The achieved track results, illustrated as the maximum distance traveled in Figure 4A, were employed in a custom Matlab script. Analogous to the handling of EdU data, the script fitted all organoid cells to a circle, in which the distance from the ablation site of each cell was determined and data of the migrated distance of each cell in dependence on the distance from the ablation site was supplied.

**FIGURE 4:**
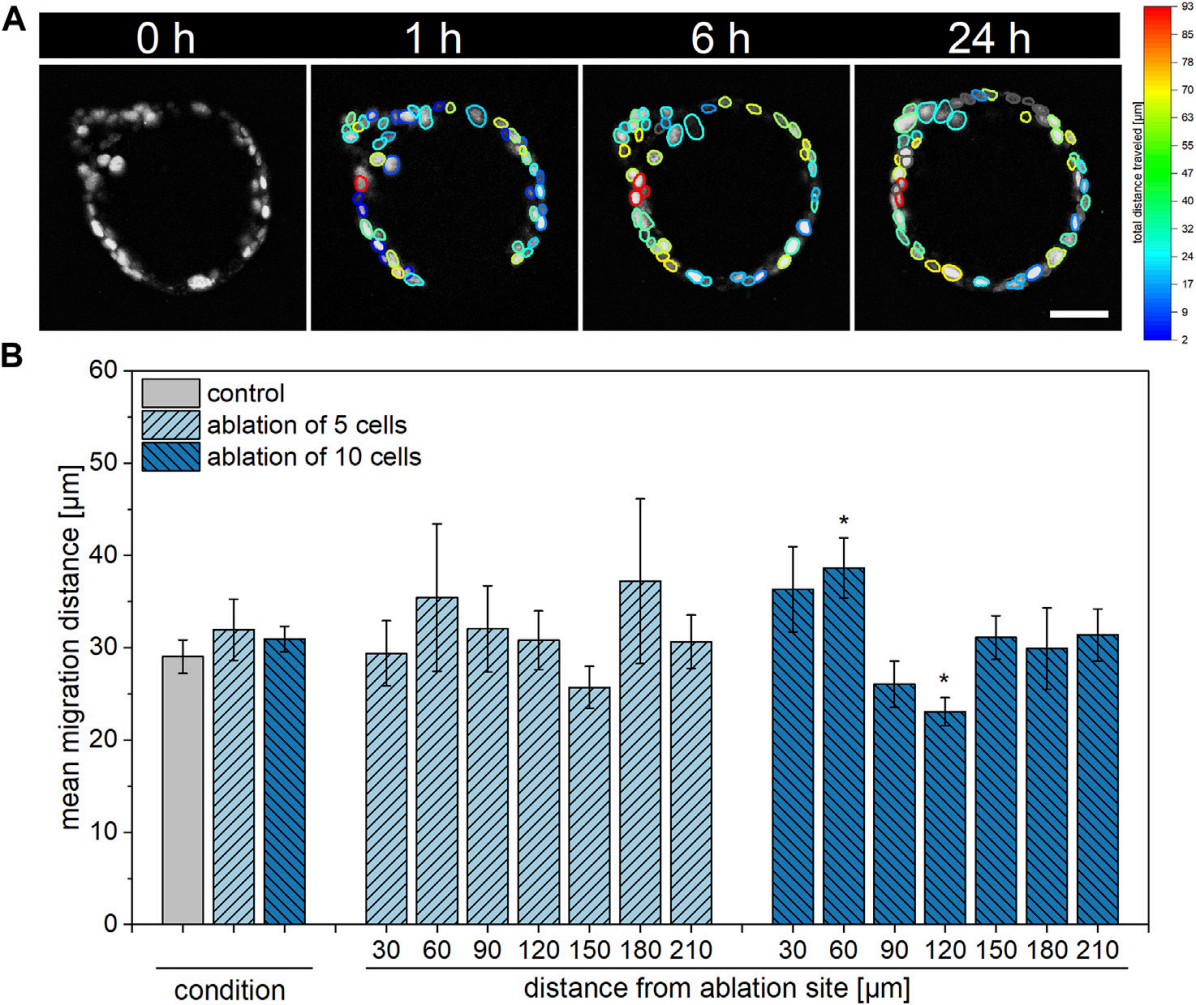
Influence of multiple cell ablation on single cell migration distance within airway organoids. Alterations in migratory behavior of cells in close proximity to or at an intermediate distance from the ablation site were detected in organoids subjected to ablation of ten cells. **(A)**: Representative timeline showing an organoid 0, 1, 4, and 24 h post ablation of ten cells with visualization of each cell’s total distance travelled as detected by TrackMate. Scale bar: 50 µm. **(B)**: Relative location-independent (left) and location-dependent (right) mean migration distance of control organoids as well as of organoids subjected to ablation of either five or ten cells at 24 h post laser manipulation. Data shown represents mean ± SEM, *n* ≥ 8 per condition, *: *p* < 0.05, statistic refers to control if not stated otherwise.

As represented in Figure 4B, organoid cells of all conditions showed similar migration behavior when analyzed location-independently with mean migration distances of 29.1 ± 1.8 µm, 32.0 ± 3.3 µm and 30.9 ± 1.4 µm within control organoids or after ablation of five or ten cells, respectively, within 24 h. Upon ablation of five cells, migratory activity was not found to be locally enhanced or reduced at 24 h post laser treatment in a significant manner. On the contrary, in comparison to the control, ablation of ten cells led to an increased migration distance of 38.7 ± 3.2 µm of cells within a distance of 30–60 µm from the ablation site (*p* = 0.02). Further, a decrease in migration distance to 23.1 ± 1.5 µm was observed in cells within an intermediate distance from the ablation site of 90–120 µm (*p* = 0.02).

Taken together, alterations in migratory behavior of cells were found in a location-dependent manner in response to ablation of ten, but not five cells.

### 3.4 Transcriptome analysis reveals the influence of cell ablation on migration, differentiation, and further developmental processes next to cell death and stress pathways

To gain further insights into the functional processes affected by laser-based damage induction and subsequent repair mechanisms, we compared the transcriptomes of organoid cells of untreated condition and post cell ablation via bulk RNA sequencing. 

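Bulk RNA sequencing covered 12 libraries, 6 from organoids in which 10 neighboring cells per organoid had been ablated with the femtosecond laser and 6 from untreated controls. Each library came from a glass-bottom dish of 45 organoids in the imaging medium FluoroBrite DMEM. A control dish was prepared in the same way and kept under the same conditions, and organoids were harvested 4.5 h after ablation. Ablation and control samples carry the same numbers (1, 3, 4, 5, 6 and 7). The samples of a number share their passage and culture day, so they form 6 pairs. Pairs 1, 3 and 5 form one library set and pairs 4, 6 and 7 the other. Poly(A) RNA was converted to stranded libraries and sequenced in paired-end reads of 75 bases. The authors counted reads on the GENCODE annotation of the mouse genome and divided each library by its DESeq2 size factor, and these normalized counts of 55401 genes were the starting point here. The normalized counts summed to between 27600452 and 28247162 per ablation library (median 27700102) and between 27297950 and 28504390 per control library (median 27950316). Whole read counts were recovered for 9 of the 12 libraries and ranged from 23631212 in control 7 to 29775699 in control 5. Log2 values (normalized counts plus 1) were compared with limma, with the library set as the second factor, over the 13792 genes with at least 10 normalized counts in at least 6 libraries. The values of a paired model, in which the pair replaces the library set, are given beside those of the library set model. Only the paired model takes the pairs into account.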

According to previous results, which indicated both migration as well as proliferation as driving processes of repair in the case of ablation of ten cells, this condition was chosen for RNA sequencing. A schematic representation of the experimental procedure is shown in Figure 5A.

**FIGURE 5:**
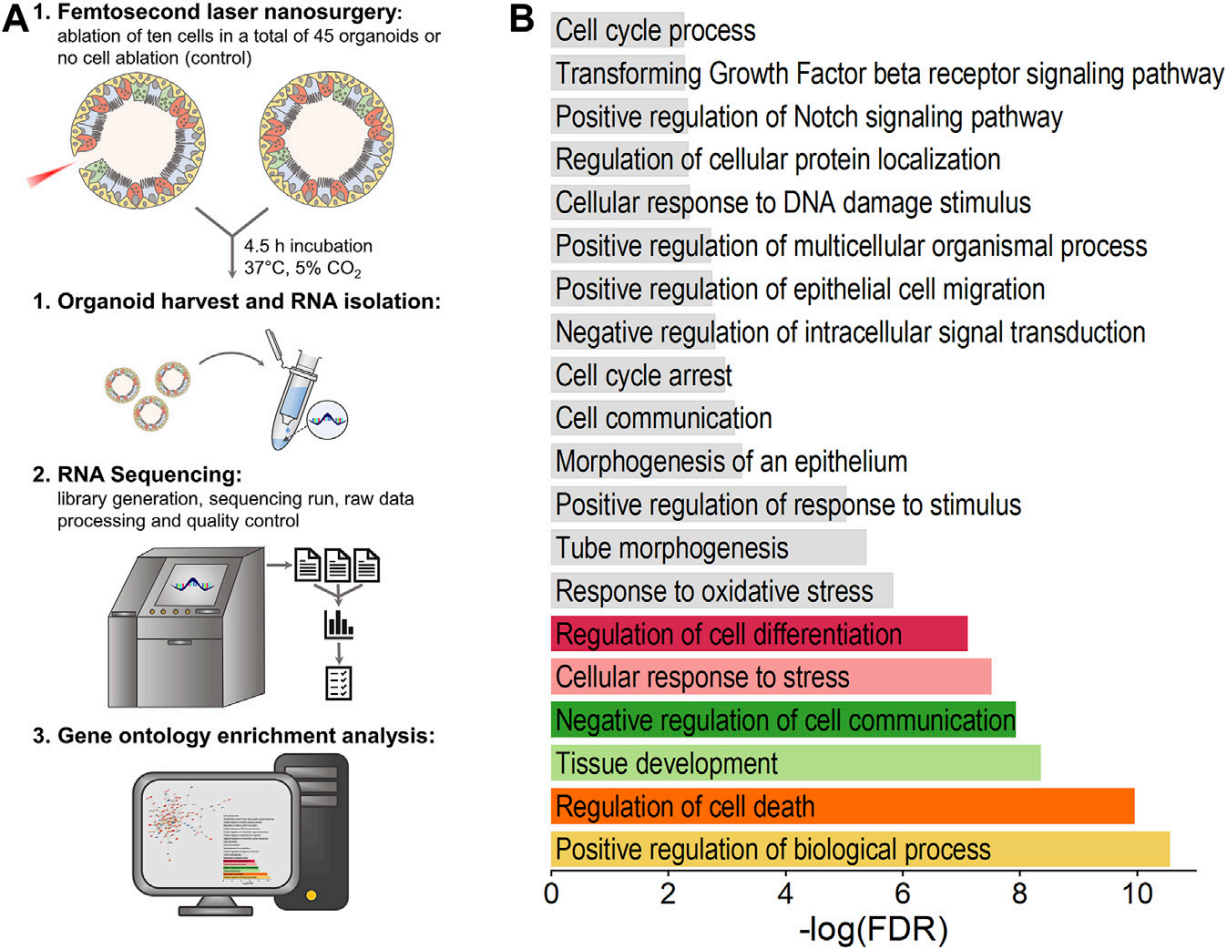
Influence of ablation of ten cells on airway organoids’ transcriptome. Both genes related to damage induction as well as to repair mechanisms were found to be differentially expressed. **(A)**: Schematic illustration of experimental procedure for transcriptome analysis. **(B)**: Biological processes significantly affected by laser treatment as determined by gene ontology enrichment analysis using STRING database. Data analysis was performed on the basis of RNA-seq data obtained from *n* = 6 samples per group.

In relation to the total number of cells an organoid is composed of, ablation of ten cells represents a rather small and highly localized injury. Thus, we expected that, primarily, cells in close proximity to the damage site are involved in early repair processes, which would lead to relatively small changes in the overall measured expression profiles of treated *versus* untreated organoids. We therefore decided to include all differentially expressed genes (DEGs) with a p-adjusted <0.05 for analysis, independently of their determined fold change. In this context, we identified a total of 218 mRNA transcripts, including 129 upregulated and 89 downregulated transcripts, that were differentially expressed in the laser-treated group compared to the control. 

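In the library set model, 0 of the 13792 genes had an adjusted p-value under 0.05. An unadjusted p-value under 0.05 was found for 1083 genes (573 higher and 510 lower after ablation), against 690 if p-values were evenly spread. Other splits of the dishes gave up to 589 such genes with every pair parted and up to 2244 with no pair parted. The 690 is thus no measure of chance here. The library set model leaves the day and passage differences, which the dishes of a pair share, in its error. The lowest adjusted p-value was 0.0638, shared by Arrdc3, Osgin1 and Lonrf1. Of the alternatives set before the data were examined, the paired model moved the number of DEGs most, to 150. Of these 150 genes, 93 were higher and 57 lower after ablation. Their absolute log2 fold changes ranged from 0.17 to 1.30, with a median of 0.31, and only 2 of them exceeded a fold change of 2. For 145 of the 150 genes, all 6 pairs changed in the same direction, which choosing genes by the paired model favors. The count of the paired model rested on pair 4 more than on any other pair: without it 8 genes passed the threshold. It also rested on the variance model: with limma's plain empirical Bayes step in place of the trended, robust one, 0 genes passed. In the other direction, the paired model called 356 genes when all genes with any count were tested. Of the paper's reported 218 DEGs, 216 were among the genes tested here, and 139 were shared with the 150 genes of the paired model. All 216 changed in the direction that the authors' own table gives. Both analyses used the same libraries, so the overlap and the shared direction are not independent evidence. When each library set was tested for a different response to ablation, 0 genes passed and 231 had an unadjusted p-value under 0.05. With the pair added to that model, 1087 genes had an unadjusted p-value under 0.05 and 1 gene passed, the lactate transporter gene Slc16a3. Its log2 difference between the library sets was -2.41 (adjusted p = 0.0285 from limma), and it was singled out after its value was seen.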

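Expression of Trp63, Sox2 and Krt8 was compared between the laser-treated group and the control in the same limma models. Trp63 (ENSMUSG00000022510.14, chromosome 16 from 25683763 to 25892102) had 9844 ± 1141 normalized counts (SD, n = 6 dishes) after ablation and 7505 ± 917 in the control. Its log2 fold change was 0.39 (standard error 0.075), with an adjusted p-value of 0.187 in the library set model and of 0.00825 in the paired model, and it was higher in 6 of 6 pairs. Sox2 (ENSMUSG00000074637.7, chromosome 3 from 34650405 to 34652461) had 3494 ± 397 normalized counts (SD, n = 6) after ablation and 3940 ± 410 in the control. Its log2 fold change was -0.17 (standard error 0.084), with adjusted p-values of 0.642 and 0.0488 in the same 2 models, and it was lower in all 6 pairs. With any one pair left out of the paired model, Sox2 no longer passed the threshold (adjusted p from 0.0541 to 0.162). For Krt8 (ENSMUSG00000049382.10, chromosome 15 from 101996698 to 102004482), 26964 ± 2924 normalized counts (SD, n = 6) were found after ablation and 24986 ± 3138 in the control. The difference between the groups was within the spread between dishes, which includes the differences between pairs. Krt8 had a log2 fold change of 0.11 (standard error 0.089 in the library set model and 0.038 in the paired model), with adjusted p-values of 0.787 and 0.160. It was higher in 6 of 6 pairs, and after quantile normalization the paired model gave it an adjusted p-value of 0.0378. The pseudogene Krt8-ps, which could share reads with Krt8, had a mean of 116 normalized counts.

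**Figure D1:**
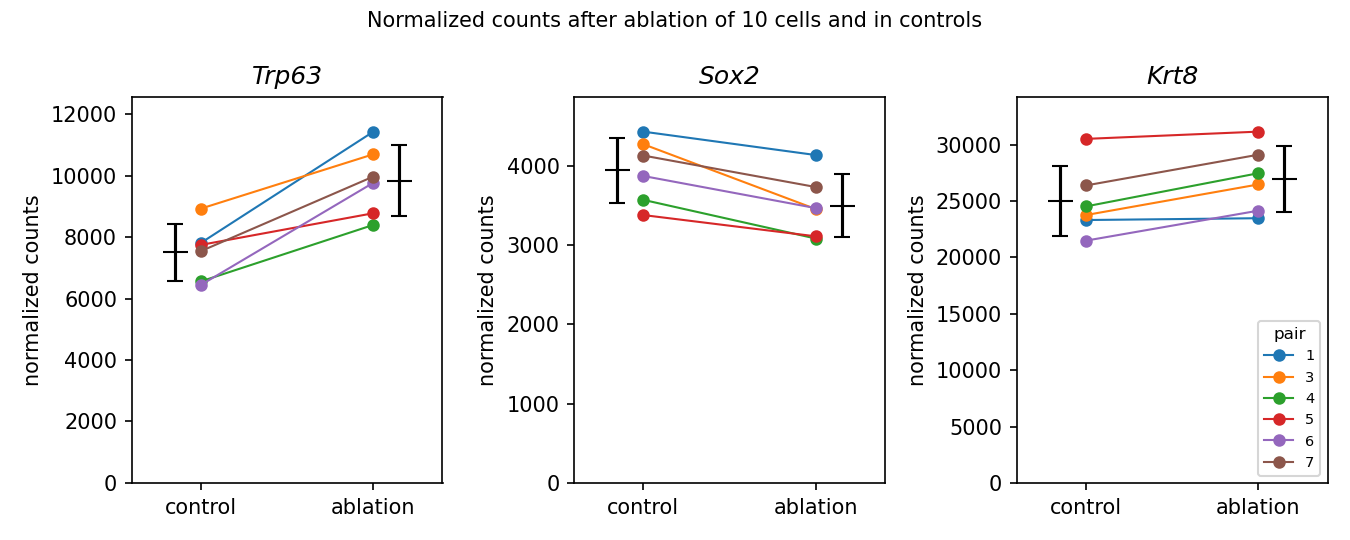
Normalized counts of Trp63, Sox2 and Krt8 (y axis) in control and ablation dishes (x axis). Each colored line joins the dishes of 1 pair, and black marks give the mean and SD of 6 dishes per group; Trp63 rises and Sox2 falls in all 6 pairs.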

Notably, these DEGs included *Trp63* (p-adj = 4.79E-9) and *Sox2* (p-adj = 2.54E-2), both of which play a pivotal role in the maintenance of airway epithelial basal cells (Ochieng et al., 2014), while *Krt8* as the gene coding for a general marker of luminal cell types of the airway epithelium (Rock et al., 2009) was not found to be significantly dysregulated (FC = 0.10, p-adj = 0.26).

Subsequent gene ontology (GO) enrichment analysis using STRING database was performed based on all DEGs, which yielded 85 significantly enriched GO terms for biological processes (FDR <0.05), partially displayed in Figure 5B. It was found that, on the one hand, the analyzed DEGs are involved in the positive regulation of biological process (FDR = 2.80E-11, 73 genes, e.g., *Cdc45*, *Tmprss2*, *Plin2*, *Pabpc1*, *Ier3*), regulation of cell death (FDR = 1.13E-10, 37 genes, e.g., *Ier3*, *Nqo1*, *Robo1*, *Xdh*, *Cyp1b1*), cellular response to stress (FDR = 3.12E-8, 31 genes, e.g., *Cdc45*, *Ier3*, *Nqo1*, *Atf6b*, *Robo1*) and response to oxidative stress (FDR = 1.49E-6, 15 genes, e.g., *Nqo1*, *Cyp1b1*, *Pycr1*, *Pcna*, *Slc7a11*), which can all be directly linked to damage induction. On the other hand, the GO biological processes of tissue development (FDR = 4.53E-9, 35 genes, e.g., *Lgr5*, *Vcl*, *Robo1*, *Cyp1b1*, *Hbegf*), regulation of cell differentiation (FDR = 7.96E-8, 34 genes, e.g., *Ptprg*, *Vcl*, *Robo1*, *Xdh*, *Ddit3*), tube morphogenesis (FDR = 4.19E-6, 19 genes, e.g., *Lgr5*, *Robo1*, *Cyp1b1*, *Hbegf*, *Epha7*) and positive regulation of epithelial cell migration (FDR = 1.80E-3, 7 genes, e.g., *Hbegf*, *Ptgs2*, *Tgfb2*, *Sema5a*, *Plcg2*) were determined to be significantly enriched upon laser-based cell ablation. 

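The 4 gene ontology terms are illustrated with 13 different genes, and all 13 were tested. After ablation, 9 of them were higher and 4 lower, with log2 fold changes from -0.35 (Pycr1) to 1.08 (Cyp1b1). In the library set model none of the 13 passed the threshold, and 9 had an unadjusted p-value under 0.05. The paired model called 6 of them, while Atf6b, Cdc45, Cyp1b1, Pabpc1, Pcna, Plin2 and Xdh stayed above the threshold. Nqo1 had 1925 ± 396 normalized counts (SD, n = 6) after ablation and 1273 ± 39.7 in the control, and its log2 fold change was 0.57 (adjusted p = 0.187 in the library set model and 0.0285 in the paired model). Slc7a11, the gene of a cystine transporter, rose from 5718 ± 710 to 7032 ± 930 normalized counts (SD, n = 6), with an adjusted p-value of 0.00899 in the paired model. Cyp1b1 rose from 3264 ± 1057 to 6941 ± 2599 normalized counts (SD, n = 6), but its adjusted p-value in the paired model was 0.0756, since the size of its rise varied between pairs. Pycr1 fell from 1160 ± 147 to 909 ± 121 normalized counts (SD, n = 6), with an adjusted p-value of 0.0467 in the paired model. Ier3 was higher in 6 of 6 pairs, with an adjusted p-value of 0.0127 in the paired model, although ablation 1 lay far below the other ablation dishes. The exons of Cdc45 overlap those of Ufd1 on the opposite strand, from which stranded libraries separate them. The enrichment of gene ontology terms itself was not analysed here.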

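These 4 terms are illustrated with 13 genes, of which 12 were tested. Of the 12, 11 were higher after ablation and Ptprg was lower. None passed the threshold in the library set model, 10 had an unadjusted p-value under 0.05, and 6 passed in the paired model. Sema5a had 724 ± 105 normalized counts (SD, n = 6) after ablation and 495 ± 76.2 in the control, a log2 fold change of 0.55 with an adjusted p-value of 0.00259 in the paired model. For the ephrin receptor gene Epha7, the means were 2951 ± 507 and 2238 ± 372 normalized counts (SD, n = 6), with a log2 fold change of 0.40 and an adjusted p-value of 0.00202 in the paired model. Sema5a and Epha7 were the only genes among the 30 that the paper names to pass the paired model without pair 4, and they passed in all 6 fits that left out a pair. Ptgs2 had the second largest change of the 12 genes after Cyp1b1, with a log2 fold change of 0.66, but it was not higher in pair 1, where its count after ablation lay far below those of the other ablation dishes, and its adjusted p-value in the paired model was 0.116. Ddit3 was also lower in pair 1 and higher in the other 5 pairs. The exons of Vcl and Ddit3 overlap those of Ap3m1 and Mars on the opposite strands. Lgr5 stayed under the count minimum of the test, with 8.89 to 54.4 normalized counts after ablation (median 10.8) and 0.965 to 7.01 in the control (median 1.98). Every ablation dish had more Lgr5 than every control dish (two-sided exact permutation test, p = 0.00216, the smallest p that 6 dishes against 6 allow), and in an exact sign-flip permutation test over the pairs the p-value was 0.0312. Without ablation 4, which had the highest count, the mean after ablation was 13.9 in place of 20.6.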

Further, enrichment analysis identified overall cell communication (FDR = 7.50E-4, 43 genes, e.g., *Ier3*, *Stk38*, *Atf6b*, *Lgr5*, *Robo1*) as well as Notch (FDR = 4.70E-3, 4 genes, *Robo1*, *Tgfb2*, *Sox2*, *Trp63*) and transforming growth factor beta (TGF-beta) receptor (FDR = 5.30E-3, 5 genes, *Ltbp4*, *Tgfb2*, *Jun*, *Trp53*, *Skil*) signaling pathways as specifically regulated in response to laser treatment. 

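The Notch term was illustrated with Robo1, Tgfb2, Sox2 and Trp63, and all 4 genes passed the threshold in the paired model but not in the library set model. Sox2 was the only one of the 4 that was lower after ablation. Of the 5 genes of the TGF-beta receptor term, Ltbp4, Tgfb2 and Jun passed in the paired model. Jun had 3969 ± 700 normalized counts (SD, n = 6) after ablation and 3213 ± 629 in the control, and its log2 fold change was 0.31 (adjusted p = 0.0209 in the paired model). Ltbp4 fell by 0.23 on the log2 scale, with an adjusted p-value of 0.0488, and was lower in all 6 pairs. For Trp53 and Skil, which changed by -0.23 and 0.27, the paired model gave adjusted p-values of 0.0613 and 0.0556. Of the genes named for cell communication, Stk38 (log2 fold change 0.19, higher in 6 of 6 pairs) passed with an adjusted p-value of 0.0465, and Atf6b (log2 fold change -0.20, lower in 6 of 6 pairs) did not, at 0.0551.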

The involvement of genes in the top six significant GO biological processes as well as their fold-change determined by RNA-seq is illustrated in Supplementary Figure S2.

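Of the 30 genes that the paper names as differentially expressed, 29 were tested, with 21 higher and 8 lower after ablation. The number past the threshold was 0 in the library set model, where 21 had an unadjusted p-value under 0.05, and 16 in the paired model. Adjusted over the list alone, 15 of the 29 genes passed in the library set model and 29 in the paired model. As these genes were chosen on the same libraries, the latter numbers are not independent evidence. For 22 of the 29 genes, all 6 pairs changed in the same direction. Because 10 cells are few among the cells of an organoid, the paper expected small changes in overall expression and took every gene under its adjusted p-value threshold whatever its fold change. It then reasons from the gene ontology terms enriched among those genes. It links some of the terms to damage and concludes that genes of regenerative responses changed as well.

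**Figure D2:**
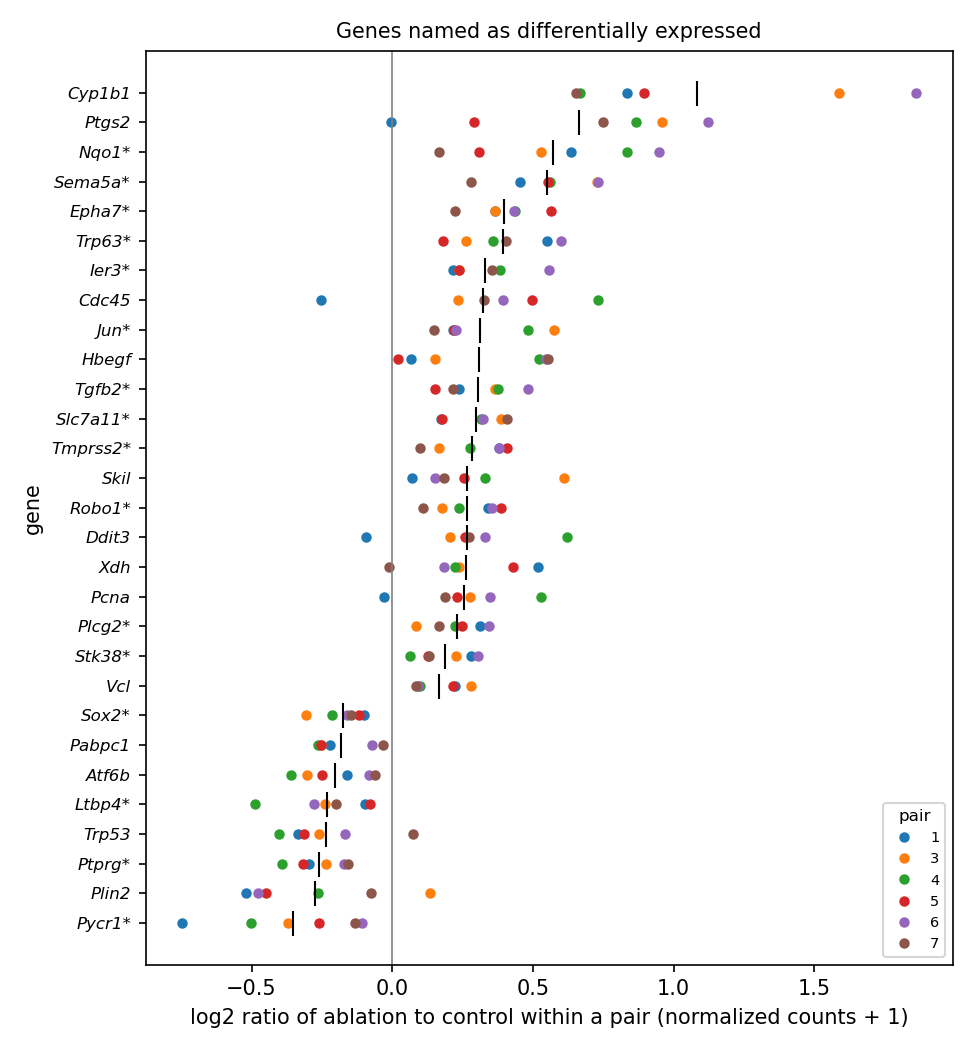
Log2 ratio of ablation to control within each pair (x axis) for the 29 genes tested (y axis). Colored points are the 6 pairs, black bars the log2 fold change over the pairs, and asterisks mark the 16 genes past the threshold in the paired model; the ratios lie above 0 for most of the 21 genes that were higher and below 0 for most of the 8 that were lower.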

In conclusion, despite the presumably minor number of cells involved in the early repair processes of airway organoids upon laser-based ablation, changes in expression of genes related to both damage induction as well as cellular regenerative responses were detected.

## 4 Discussion

Especially chronic pulmonary diseases can cause severe damage in airway epithelial tissue, often finally leading to conditions, in which endogenous regeneration mechanisms fail to repair (Rock and Königshoff, 2012; Barkauskas et al., 2017). Unfortunately, effective medication targeting early cellular injury responses, thereby supporting the cells’ native homeostasis and repair programs, have yet to be developed as the underlying mechanisms are still not fully understood (Barkauskas et al., 2017). To enable studying such mechanisms on the long-term, we established an *in vitro* damage model which enables the precise application of injury to airway epithelial cells within self-assembled organoids, allowing for subsequent tracking of triggered repair processes in a close-to-native, multicellular 3D environment via state-of-the-art microscopy techniques.

For the characterization of early repair processes induced in airway organoids upon targeted ablation of a single or up to ten cells, the effects of femtosecond laser-based manipulation on the organoids’ structural integrity as well as the cells’ migratory and proliferative behavior were studied. Airway epithelial tissue is described to unleash a remarkable endogenous regeneration potential upon injury (Rao Tata and Rajagopal, 2017). Based on this, we expected a fast and efficient repair of the gap within the cell layer restoring the epithelium’s structural integrity, induced by targeted ablation. This was observed in nearly all studied organoids (within 4–10 h post laser-based injury infliction). The obtained data show that both migration and proliferation are potentially involved in the airway organoids’ repair process following laser-based nanosurgery. This indicates that targeted cell ablation might induce a cellular program with similar mechanisms occurring during epithelial restitution upon injury in native lung tissue (Crosby and Waters, 2010). It was shown that the employed airway organoids are generally characterized by a consistent growth behavior, which is in good agreement with published data of similar cultures (Rabata et al., 2017; Sachs et al., 2019; Ekanger et al., 2022). Still, the underlying enhanced proliferation rate compared to the native tissue’s properties needs to be taken into consideration when employing this model for regeneration studies. In this context, on the one hand, the data suggest that ablation of five cells or less, posing a very small damage area, results in a fast repair dominated by early cell proliferation. On the other hand, cell cycle progress might be paused in an early phase upon ablation of ten cells, thereby enabling migration of nearby cells to take part in restoring the epithelial barrier. Notably, according to previous publications, one of the first and also most important processes that characterize repair of injured airway epithelial tissue is cell migration rather than proliferation (Erjefält et al., 1995; Zahm et al., 1997; Puchelle et al., 2006). Thus, the sequence of events occurring upon ablation of ten cells mimics the described procedure of epithelial wound healing, marking this as a potentially suitable model for studying early repair processes *in vitro*.

The results obtained by image analysis are further supported by the transcriptomic changes within airway organoids upon laser-based ablation of ten cells revealed by RNA-seq, which indicate the enrichment of the processes of cell cycle arrest and positive regulation of epithelial cell migration in the early phase of repair. 

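Lists of target and marker genes were tested as groups with limma's camera. The 20 genes of the S phase list had a mean log2 fold change of 0.05 (FDR = 0.349) and were higher in 4 of 6 pairs. This value rested on single pairs: without pair 1, where the list was lower, the mean was 0.12 and the list passed the threshold (FDR = 0.00730), and without pair 4 the mean was 0.01 (FDR = 0.958). The genes of the list include Pcna and Cdc45, which the paper names among its DEGs. The 17 target genes of p53, which can arrest the cell cycle after damage, had a mean log2 fold change of -0.05 (FDR = 0.300), and were lower in 5 of 6 pairs. With a pair left out, the mean of the p53 list ranged from -0.08 without pair 3 to -0.03 without pair 6, and its lowest FDR was 0.105. With all pairs in the paired model, the FDR was 0.230 for the S phase list and 0.182 for the p53 list.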

Notably, also a variety of genes directly linked to epithelial repair were found to be differentially expressed. Among these, we found *Trp63* to be significantly upregulated upon cell ablation. It was previously shown that *Trp63* acts as a positive regulator of a set of genes functionally associated with epithelial differentiation and repair and necessary for wound healing (Warner et al., 2013). 

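In single dishes, Trp63 ranged from 8400 to 11436 normalized counts after ablation and from 6443 to 8928 in the control. The groups overlapped, as control 3 exceeded ablation 4 and ablation 5. Its log2 fold change stayed between 0.35 and 0.43 with each pair left out in turn. In the paired model Trp63 passed the threshold in 5 of these 6 fits and had an adjusted p-value of 0.0552 without pair 4. Restricted to the pairs of library set 1, the paired model gave a log2 fold change of 0.33 (adjusted p = 0.112), and restricted to library set 2 a log2 fold change of 0.45 (adjusted p = 0.0138). The difference in Trp63 between the library sets had an unadjusted p-value of 0.246 in limma's interaction test with the pair as a term. With limma's plain empirical Bayes step, its adjusted p-value in the paired model was 0.121.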

In good agreement with Warner et al., the described target genes such as *CTNNB1* (beta-catenin), *EGFR,* and *JAG1* (Jagged1) were not determined to be significantly differentially expressed, potentially attributable to a saturation of Trp63 signaling (Warner et al., 2013). Also, an increase in the number of basal cells, of which the expression of *Trp63* is a major characteristic, could have contributed to the determined upregulation. 

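Ctnnb1 had 21487 ± 1410 normalized counts (SD, n = 6) after ablation and 22025 ± 919 in the control, a log2 fold change of -0.04 (adjusted p = 0.880 in the library set model and 0.669 in the paired model). Its direction was not stable, with a log2 fold change of 0.01 in library set 1. For Egfr the log2 fold change was 0.08 and the adjusted p-values were 0.809 and 0.330, and 4 of 6 pairs were higher. Control 6 lay far below the other control dishes in Egfr. Jag1 had 8862 ± 2250 normalized counts (SD, n = 6) after ablation and 7729 ± 2239 in the control, a log2 fold change of 0.21 (adjusted p = 0.822 and 0.234). The difference was smaller than the spread between dishes, which includes the differences between pairs. Jag1 was higher in 5 of 6 pairs, with an unadjusted p-value of 0.0316 in the paired model. Neither model gave any of the 3 genes an adjusted p-value under 0.05, nor did any of the alternatives tried.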

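The 14 basal cell markers of the list had a mean log2 fold change of -0.08 as a group (camera FDR = 0.445). Krt5, the most abundant of them, had 279007 ± 42180 normalized counts (SD, n = 6) after ablation and 274709 ± 35158 in the control, with a log2 fold change of 0.02 (adjusted p = 0.964 in the library set model and 0.851 in the paired model). Krt14 changed by 0.05 and Itgb4 by -0.12 on the log2 scale. Without Trp63, 10 of the remaining 13 markers were lower after ablation, and the mean of the 13 was lower in all 6 pairs (two-sided exact sign-flip permutation test, p = 0.0312, the smallest p that 6 pairs allow).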

Since, in accordance with the EdU assay, we did not find cell proliferation to be specifically enhanced after the ablation of ten cells, dedifferentiation processes of secretory cells might be involved in the restoration of the epithelial barrier. In this context, YAP-1 was described to act as an important transcriptional coactivator regulating the occurrence of a dedifferentiation program in secretory cells and would be an interesting candidate to focus on in further studies (Zhao et al., 2014). 

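The 19 genes of the G2 and M phase list had a mean log2 fold change of 0.02 (camera FDR = 0.799) and were higher in 3 of 6 pairs. With a pair left out it ranged from -0.01 without pair 7 to 0.06 without pair 6. Of 11 secretory cell markers, 7 were expressed highly enough to be tested, and their mean log2 fold change was -0.02 (FDR = 0.889), with 2 of 6 pairs higher and a range from -0.06 without pair 1 to 0.02 without pair 3. The members of this list moved apart. Aldh1a1, singled out after its value was seen, was higher in 6 of 6 pairs, with a log2 fold change of 0.42 and an adjusted p-value of 0.530 in the library set model and of 0.00184 in the paired model, the lowest there and shared with 2 other genes. Cyp2f2, the most abundant member, had a log2 fold change of -0.16 (adjusted p = 0.891 and 0.474). Yap1, the gene of the coactivator YAP-1, had 4529 ± 303 normalized counts (SD, n = 6) after ablation and 4784 ± 217 in the control, a log2 fold change of -0.08 (adjusted p = 0.698 in the library set model and 0.283 in the paired model). Yap1 was lower in 6 of 6 pairs, with an unadjusted p-value of 0.0496 in the paired model. The 7 tested target genes of YAP had a mean log2 fold change of -0.02 (FDR = 0.980), ranging from -0.07 without pair 3 to 0.01 without pair 1.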

As the mechanism of secretory cell dedifferentiation has only been observed after the elimination of a majority of the basal cell population though (Rawlins et al., 2009; Tata et al., 2013), further experiments will be necessary to evaluate whether localized cell ablation analogously induces local dedifferentiation effects.

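Target genes and receptors of Notch signaling were tested as a list of 9 genes, of which 5 were above the count minimum. Hes1 (0.09) and Notch3 (0.02) had log2 fold changes above 0, and Hey1 (-0.24), Notch1 (-0.18) and Nrarp (-0.09) below 0. Hes1 was higher in 6 of 6 pairs (adjusted p = 0.658 in the library set model and 0.235 in the paired model). The mean log2 fold change of the 5 genes was -0.08 (camera FDR = 0.788), with 1 of 6 pairs higher and 5 lower. In the paired model the FDR of this list was 0.374.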

The positive regulation of Notch signaling pathway, which was determined to be enriched upon cell ablation, might have different effects. On the one hand, Notch signaling was reported to support the maintenance of basal cells (Carraro et al., 2020), while on the other hand, Pardo-Saganta et al. found that basal cells support the maintenance of their progenies’ secretory cell state also by Notch signaling (Pardo-Saganta et al., 2015).

Moreover, we showed that TGF-beta signaling was enriched in airway organoids upon targeted damage induction. 

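The 9 tested target genes of TGF-beta signaling had a mean log2 fold change of 0.03 (camera FDR = 0.810 in the library set model and 0.778 in the paired model), with 3 of 6 pairs higher. It ranged from -0.0015 without pair 5 to 0.05 without pair 6. Tgif1 of this list, singled out after its value was seen, was higher in 6 of 6 pairs, with a log2 fold change of 0.26 (adjusted p = 0.543 in the library set model and 0.0245 in the paired model). The list includes Skil, which the paper names among its DEGs.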

TGF-beta is generally known to contribute to various regulatory functions including cell growth, migration, and differentiation (Zhao and Young, 1996; Beck et al., 2003). The physiological production of TGF-beta in airway epithelial cells under homeostatic conditions was shown to increase upon injury, suggesting that cytokine plays a role in wound healing (Thompson et al., 2006). While Thompson et al. demonstrated that TGF-beta2 contributes to the modulation of subepithelial extracellular matrix homeostasis (Thompson et al., 2006), Ito et al. further described TGF-beta as a stimulator of airway epithelial repair after mechanical injury (Ito et al., 2011). In this context, it was found that TGF-beta induces the production of HB-EGF in airway epithelial cells, which subsequently leads to phosphorylation of EGFR and thus autocrine activation of EGF signaling as key factor in the repair process (Ito et al., 2011). In good agreement with this, the expression of both TGF-beta2 and HB-EGF were determined to be upregulated in airway organoids upon cell ablation.

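Tgfb2 (chromosome 1 from 186622792 to 186705989) had 504 ± 107 normalized counts (SD, n = 6) after ablation and 410.2 ± 94.9 in the control, a log2 fold change of 0.30 (adjusted p = 0.698 in the library set model and 0.0332 in the paired model). Hbegf (chromosome 18 from 36504927 to 36515805) had 1355 ± 380.1 normalized counts (SD, n = 6) after ablation and 1095 ± 361 in the control. Its log2 fold change was 0.31, with adjusted p-values of 0.783 and 0.0809. Both genes were higher in all 6 pairs, and for both the difference between the group means was smaller than the SD between dishes. That SD includes the differences between pairs. In the paired model, which removes them, the standard errors of the log2 fold changes were 0.061 for Tgfb2 and 0.078 for Hbegf. For Hbegf, the paired model gave a log2 fold change of 0.08 (adjusted p = 0.591) with only the pairs of library set 1 and of 0.54 (adjusted p = 0.00826) with only those of library set 2. The difference in Hbegf between the library sets, 0.46 on the log2 scale, had an unadjusted p-value of 9.66e-05 and an adjusted p-value of 0.222 in limma's interaction test with the pair as a term (unadjusted p = 0.365 without it).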

In conclusion, the employment of femtosecond laser-based nanosurgery for targeted cell ablation in airway organoids poses a novel approach for the investigation of cellular damage responses in the course of early epithelial repair after cellular lung injury. This method creates the possibility to reduce animal experiments and have a fine tempo-spatial resolution of the repair process and underlying mechanisms of airway epithelium. We showed that ablation of ten neighboring cells induces a repair program including cell migration and subsequent proliferation in airway organoids, thereby potentially resembling the mechanisms of epithelial restitution in native tissue. Further functional analyses revealed the involvement of Notch and TGF-beta signaling activity previously described to regulate epithelial repair in airways. Based on these findings, future experiments utilizing a lentiviral Notch signaling activity reporter allowing for the tracking of dynamic signaling levels in individual cells via live imaging are of high interest.

Together, the herein described *in vitro* 3D damage model of airway organoids can be employed to further enlighten the intra- and intercellular mechanisms induced by local injury and necessary for efficient epithelial repair. By combining the culture of airway epithelial cells with, e.g., immune cells such as macrophages, an even more complex model system can be designed and applied for translational studies.

## Data Availability

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: NCBI GEO, under GSE241237.

How the deposited data were processed for this re-analysis (not part of the article)

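RNA was measured in 12 libraries of mouse airway organoids, 6 after femtosecond laser ablation of 10 cells per organoid and 6 untreated, each from a dish of 45 organoids harvested 4.5 h after ablation. Samples were grouped by the treatment named in their labels. The titles of controls 4, 6 and 7, which are all controls of one library set, contain the word ablation beside a number ending in C, while their treatment label says control. They were taken as controls, since the paper reports 6 samples per group. With the samples of pairs 4, 6 and 7 exchanged, the paired model called 0 genes, with 665 at an unadjusted p-value under 0.05. The methods name a batch as the second factor of the authors' DESeq2 model without saying what it was. It was taken as the library set, read from 2 runs of library numbers with 3 pairs each.

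The authors processed reads with the nf-core RNA-seq pipeline and the GENCODE mouse annotation, and tested them with DESeq2 with outlier replacement, outlier filtering and independent filtering turned off. The signal values used here are their normalized counts, which the authors made by dividing the read counts of each library by 1 DESeq2 size factor. The table as deposited also holds score columns (standard errors and Wald statistics of the log2 fold change) and p-values that the authors computed with DESeq2, with adjustment over all genes with any read. In each of the 12 columns, 100% of the values were whole multiples of a single step. For 9 libraries the step gave back whole read counts, which summed to 27954695 to 29489553 reads in 4 ablation libraries (median 28550540) and 23631212 to 29775699 in 5 control libraries (median 27816061). For the other 3 libraries (ablation 3, ablation 4 and control 4) the steps were 0.999, 0.990 and 1.01. An automatic rule for recovered reads, applied before any test, does not accept a step this near to 1, and no count model was run on these libraries. The rule may be too strict here, as the values of these libraries are whole multiples of their step as well and steps of 0.987 and 0.988 in other libraries were accepted. The planned edgeR test was therefore replaced by the alternative named beside it before the data were examined, limma on log2 values. Between libraries of a group, the log2 values correlated with r from 0.984 to 0.994 after ablation and from 0.986 to 0.993 in the control, across genes.

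Analyses were run in R 4.3.3 with limma 3.58.1, edgeR 4.0.16 and DESeq2 1.42.0. Genes with at least 10 normalized counts in at least 6 libraries were tested, 13792 of 55401 listed and 28534 with any read. A pseudocount of 1 was added before taking log2 values. The model held condition and library set. Variances were moderated with limma's eBayes with a trend and robust estimation, and p-values were adjusted by the Benjamini-Hochberg method with a threshold of 0.05. The count minimum and the trended, robust variance model were chosen after the data were seen. Log2 fold changes of the authors' own table were not used, as they are shrunk toward 0 (largest absolute value 0.488).

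Samples of the same number share passage and culture day, so their pairing was checked. Across genes, the deviations of 2 same-numbered samples from their group means correlated with r = 0.62, 0.49, 0.21, 0.32, 0.38 and 0.33 for pairs 1, 3, 4, 5, 6 and 7, and with r = 0.58, 0.41, 0.25, 0.48, 0.20 and 0.27 when means were taken within library sets. With samples of other numbers, the mean r lay between -0.14 and -0.02. Genes are not independent replicates in these correlations. The paired model (replicate block) replaces the library set with the pair.

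The tests were tried on simulated data, in which 200 of the 13792 genes were changed by at least 0.5 on the log2 scale. The library set model recovered 79.5% of these with 0% false calls, and the paired model 95.5% with 4.5% false calls. The paired test against a fold change of 1.2 recovered 77.5%, and edgeR on recovered reads, which tested 13783 genes, 92.0%. The test of different responses in both library sets recovered 65.5%, and 87.5% with the pair as a term. With camera and fry, 10 of 10 changed lists were recovered. These tests made 0% false calls except for fry in the paired model, with 9.1% of its 11 calls. The simulated noise was independent between genes, and the simulated changes were larger than most in the data. Of the 150 genes of the paired model, 132 had absolute log2 fold changes under 0.5. The simulated rates therefore do not carry over to the data.

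Lists of marker and target genes, 25 in all, were written at the same time as the planned test. The 23 lists with at least 3 genes tested were compared with all other genes by camera with an inter-gene correlation of 0.01, and p-values were adjusted over the lists. The alveolar type II and fibroblast markers had too few expressed genes. The genes named in the text are every gene the paper names and, as the rule written beforehand has it, the 10 with the largest change among those past the threshold in the library set model, of which there were none. Genes outside this rule are named as chosen after their values were seen, or as members of a list. Single genes under the count minimum were compared by exact permutation tests.

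Alternatives set at that time were other count minimums, no library set term, the paired model, each library set alone, each pair left out, for the number of DEGs a stricter threshold and a test against a fold change, for the log2 fold changes of named genes a pseudocount of 0.1, and, for lists, fry and an estimated correlation. Total-count scaling, quantile normalization, plain empirical Bayes moderation, a correction for GC content and gene length (97.1% of genes with a GC value), count models on the 4 pairs with recovered reads, the pseudocount of 0.1 for numbers of genes and for lists, the stricter threshold and the fold change test for the genes named by the paper, and all combinations with the paired model were added after the data were seen. The gene ontology enrichment was not repeated, since no gene ontology annotation was used here, and the imaging experiments were not analysed here.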

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

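The tests below were chosen only after the results were seen, apart from the lists of genes and their camera and fry tests.

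Of 78 groups of 6 dishes compared for the genes that the text names, 4 had a dish whose gap to the nearest other dish exceeded the critical share of the group's range in Dixon's test, against 3.9 that chance gives. These were ablation 1 for Ddit3 (share 0.628), Ier3 (0.659) and Ptgs2 (0.662), where it was the lowest, and control 6 for Egfr (0.685), also the lowest. No technical or biological explanation was tested for single dishes, and 4 such values among 78 groups are what chance gives. For Ier3 and Ddit3, control 1 was also the lowest control (581 and 2196 normalized counts). For Egfr, ablation 6 was the lowest ablation dish (1815). For Ptgs2, control 1 (6696) was not the lowest control, as control 3 had 6465. Dixon's test compares dishes within a group, so it cannot tell a low pair from a low single dish.

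The AHR target genes, which the paper does not discuss as a group, were higher after ablation. The 4 genes tested (Cyp1b1, Nqo1, Aldh3a1 and Tiparp) had a mean log2 fold change of 0.55 (camera FDR = 2.07e-05, and 2.45e-04 in the paired model), and the list was higher in 6 of 6 pairs. The result held under fry (FDR = 0.0184) but not with an estimated correlation (0.114). The genes Cyp1b1 and Nqo1 of this list are among the DEGs the paper names. A camera p-value as small was found in 1 of the 32 splits of the dishes that part every pair, the real one, and in 2 of 100 splits drawn from all 12 dishes, the real one included. A single pair of dishes was not the source, as the list stayed past the threshold in all 6 fits that each left out a pair (FDR up to 8.65e-04 without pair 6). Fibroblasts among the ablated organoids, which also express Cyp1b1, would bring their collagens, but 10 fibroblast markers summed to 30.4 normalized counts after ablation and 29.9 in the control, while Cyp1b1 rose by 3677; the list's other marker, Fbln1, which had 2234 and 2280 normalized counts, was left out of the sum as these organoids express it. The gene Nqo1, shared with the NRF2 list, was not the whole source, since without Nqo1 the camera p-value was 8.25e-05. This does not exclude NRF2 activity, because it could act on the remaining genes as well. Whether the rise of these genes followed the loss of cells or came from laser light acting on the medium stays open. Light could form ligands of AHR in the medium. As the list was higher in all 6 pairs and every ablated dish was irradiated, these 2 causes cannot be told apart. Activity of AHR itself was not measured, and other differences in the treatment of the ablated dishes, such as handling or temperature, were not tested.

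Cyp1a1, a target of AHR under the count minimum, was singled out after its values were seen. It had a mean of 110.9 normalized counts after ablation, from 1.98 to 338.7 in single dishes, and from 0 to 2.87 in the control. It was higher in 6 of 6 pairs (two-sided exact permutation test, p = 0.00433, with 0.00216 the smallest p possible; exact sign-flip permutation test over the pairs, p = 0.0312, the smallest p possible for 6 pairs). The mean rests on few dishes, with a median of 16.8 and a mean of 65.4 without ablation 3. The AHR repressor gene Ahrr had 0.975 to 38.5 normalized counts after ablation and 0.988 to 3.02 in the control and was higher in 5 of 6 pairs (exact permutation test, p = 0.0346). A sign-flip permutation test over the pairs, which keeps the pairing, gave p = 0.0938, above the threshold. Its mean was 12.4 and, without ablation 6, 7.15. No explanation was tested for these genes apart from those of the list.

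The NRF2 target genes were higher after ablation as well, with a mean log2 fold change of 0.13 over 16 genes (camera FDR = 0.00112, and 9.12e-04 in the paired model), and in 6 of 6 pairs. Under fry the FDR was 0.160 in the library set model and 0.00475 in the paired model, and with an estimated correlation it was 0.531. Nqo1 and Slc7a11 of this list are among the DEGs the paper names, and the paper reports the term response to oxidative stress. The real split was the only 1 of the 32 that part every pair with a camera p-value as small. Of 100 splits drawn from all 12 dishes, however, 10 had one as small, the real one included. The 9 others parted at most 4 pairs and so set days and passages against each other. Among splits of all dishes a p-value as small is therefore not rare, and only the comparison within pairs sets ablation apart. A single pair of dishes was not the source, since the list stayed past the threshold in all 6 fits that left out a pair (FDR up to 0.00297 without pair 4). The gene Nqo1, shared with the AHR list, was not the whole source, as without Nqo1 the camera p-value was 9.80e-04. This does not exclude AHR activity, because it could act on the remaining genes as well. A response of the cells to oxidants made by the laser or by dying cells stays open and was not tested.

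The immediate early genes had a mean log2 fold change of 0.22 over 17 genes (camera FDR = 0.0174, and 0.00132 in the paired model), with 5 of 6 pairs higher. Jun and Ier3 of this list are among the DEGs the paper names. This result was weaker than the other 2. The FDR was 0.565 under fry and 0.704 with an estimated correlation, and it was 0.0876 without pair 4, 0.486 without pair 6 and 0.121 without pair 7. A camera p-value as small arose in 10 of the 32 splits that part every pair and in 23 of the 100 drawn splits, so splits that mix ablated and control dishes gave values as small. Handling of the dishes at harvest induces such genes and may differ between the dishes of a pair. With 5 pairs higher and no record of handling, it cannot be told apart from an effect of ablation.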

How the results depend on the processing

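The number of DEGs in the library set model was 0, with 1083 genes at an unadjusted p-value under 0.05. It stayed 0 with a count minimum in every library, without the library set term, in each library set alone, in all 6 fits that left out a pair, with the stricter threshold, the test against a fold change of 1.2, a pseudocount of 0.1, quantile normalization, plain empirical Bayes moderation, and limma or edgeR on pairs 1, 5, 6 and 7. With all genes with any count it was 3 (Arrdc3, Osgin1 and Tenm4), and with total-count scaling 3 (Arrdc3, Osgin1 and Lonrf1). These genes were named after their values were seen. In the paired model (replicate block) it was 150. The number of genes named by the paper past the threshold was 0 under each of these alternatives except the paired model, with 16. The paired model removes the differences between days and passages from the error, and the observations on pairing give the test of this. The cause of the other changes was not tested.

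The paired model's 150 genes depended on the processing more. The number was 356 with all genes with any count, 16 in library set 1 and 110 in library set 2 alone. It was 176, 90, 8, 71, 106 and 140 without pairs 1, 3, 4, 5, 6 and 7. It was 15 at an adjusted p-value under 0.01, 0 in the test against a fold change of 1.2, and 0 with plain empirical Bayes moderation. On pairs 1, 5, 6 and 7, limma called 3 genes and edgeR on recovered reads 3 (Arrdc3, Aldh1a1 and Osgin1 in both), while DESeq2 called 40. With fewer pairs, fewer genes can pass, but the cause of the larger loss without pair 4 was not tested. The 16 genes named by the paper became 3 in library set 1, 10 in library set 2, 2 without pair 4, 6 without pair 5, 0 with plain empirical Bayes moderation, 0 and 0 with limma and edgeR on the 4 pairs, and 6 with DESeq2. It was 4 at an adjusted p-value under 0.01 (Epha7, Sema5a, Trp63 and Slc7a11) and 0 in the test against a fold change of 1.2. Under the other settings tried their number was within 1.5 times 16. Scaling mattered little, with 177 genes under total-count scaling and 168 under quantile normalization, of which 144 and 143 were among the 150.

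Of the 23 lists, 3 passed in the library set model, 1 under fry, 0 with an estimated correlation, 5 in the paired model and 6 with the GC and length correction added to it. From 2 to 7 lists passed in the fits that left out a pair, with 7 without pair 1. The lists added by the paired model were the ERK feedback genes (mean log2 fold change 0.19, FDR = 0.0231, higher in 4 of 6 pairs) and the heat shock genes (-0.09, FDR = 0.0452, lower in 5 of 6 pairs). For the different response in both library sets, the number of genes was 0, and 1 in the paired model (Slc16a3). The causes were not tested.

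The log2 fold changes of 34 named genes were recomputed in 1223 combinations of gene and alternative. Of these, 1018 kept direction and side of the threshold, 203 newly passed it and 2 reversed. As none of these genes passed in the library set model, none could lose the threshold, and losses among the genes of the paired model are given above. Both reversals were of Ctnnb1 in library set 1, with a log2 fold change of 0.0093 in the library set model and in the paired model, and the cause was not tested. The total-count and quantile alternatives left the median log2 fold change of all genes close to that under the authors' size factors (0.0041 and -0.0032 against -0.0036).

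Alternatives with DESeq2 on all 12 libraries, at the paper's settings and at default settings, and with DESeq2 size factors in edgeR or for the lists, had been set beforehand and were not run, because the recovered reads of 3 libraries were not accepted by the automatic rule. Lgr5, Cyp1a1 and Ahrr were under the count minimum and so were not tested in the library set model. With all genes with any count, Lgr5 had a log2 fold change of 2.35 and an adjusted p-value of 0.0907 in the library set model.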

Differences from the paper's values

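The paper reports 218 DEGs, and the library set model gave 0, with 1083 genes at an unadjusted p-value under 0.05. Of the paper's DEGs, 129 were upregulated against 0 here and 89 downregulated against 0 here. The library set model is probably not the model of the paper. The authors' standard errors ranked genes more like those of the paired model (Spearman correlation 0.923) than those of the library set model (0.619). Of the alternatives set before the data were examined, only the paired model closed the gap for the total (150 genes) and for the upregulated genes (93). For the downregulated genes it gave 57, and none of the alternatives set before the data were examined closed that gap. With the pair as a term and total-count scaling, which was chosen after the values were seen, 177 genes passed (116 higher and 61 lower), within 1.5 times each of the paper's numbers. Other combinations with the paired model, also chosen after the values were seen, came within 1.5 times of all 3 numbers. These were quantile normalization (168 genes), the GC and length correction (172), at least 10 normalized counts in every library (157) and the fit without pair 1 (176). Without pair 7, only the 69 lower genes came as close.

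For Trp63 the paper's adjusted p-value is 4.79E-9, and it was 0.187 in the library set model. The paired model gave 0.00825. None of the alternatives set before the data were examined closed the gap, and neither did those added later, of which the lowest was 1.90e-06 in the paired model with all genes with any count. The paper calls Trp63 differentially expressed, and it passed the threshold in 14 of the 19 settings with the pair as a term.

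The paper's adjusted p-value of Sox2 is 2.54E-2, against 0.642 in the library set model and 0.0488 in the paired model. None of the alternatives set before the data were examined closed the gap. The paired model with all genes with any count, chosen after the values were seen, gave 0.0257.

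For Krt8, the paper's adjusted p-value is 0.26, against 0.787 here and 0.160 in the paired model, and none of the alternatives set before the data were examined closed the gap. Combinations with the paired model that were chosen after the values were seen fell within 1.5 times of the paper's value, such as 0.259 with plain empirical Bayes moderation, 0.223 in library set 2, and 0.202 to 0.315 in the 5 fits that left out pair 3, 4, 5, 6 or 7. The paper does not count Krt8 among its DEGs, and the paired model after quantile normalization did, with an adjusted p-value of 0.0378.

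The paper names 30 genes as differentially expressed, and 0 of them passed in the library set model, where Lgr5 was not tested. The paired model called 16. Each of the other genes except Cyp1b1 passed under at least 1 combination with the paired model chosen after the values were seen. The combinations with the lowest adjusted p-values were all genes with any count for Lgr5 (adjusted p = 0.0171), Atf6b (0.0174), Pabpc1 (3.79e-04), Pcna (0.00707), Skil (0.00411), Trp53 (0.00520), Vcl (0.0355) and Xdh (0.0101), leaving out pair 1 for Cdc45 (0.0149) and Ddit3 (0.0190), library set 2 alone for Hbegf (0.00826) and Ptgs2 (6.86e-04), and DESeq2 on the 4 pairs with recovered reads for Plin2 (0.00113). The lowest adjusted p-value of Cyp1b1 was 0.0510. The paper states that both TGF-beta2 and HB-EGF were upregulated. In the library set model the adjusted p-values of their genes were 0.698 and 0.783, and both were higher in 6 of 6 pairs.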

Other observations

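The tests in this part were chosen after the results were seen, with some exceptions. These are the count of other splits and the camera tests of the lists set beforehand, including those with a pair left out.

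The number of genes at an unadjusted p-value under 0.05 in the library set model was compared with that of other splits of the 12 dishes. Of 100 splits drawn, 19 gave at least 1083 genes, the real one included. The 18 others parted at most 4 of the 6 pairs, so they set days and passages against each other. Among the 32 splits that part every pair, 1 gave as many, the real one, and the next highest gave 589. In the paired model, 1 of the 32 splits gave 150 genes, and no other gave more than 1. For the genes named by the paper, 1 of the 32 splits gave 16, again the real one, though these genes were chosen on that split. For the lists of genes, 68 of the 100 drawn splits gave at least 3 lists, and 11 of the 32 splits that part every pair gave at least 5 lists in the paired model. A number of lists as large as the real one thus arises without ablation. For the different response in both library sets, 1 of the 10 splits of the 6 pairs into 2 sets of 3, the real one, gave at least 231 genes without the pair as a term. With the pair as a term, 2 of the 10 gave at least the 1087 genes of the real one, and the other one, which sets pairs 1, 5 and 6 against the rest, gave 1435. The real split was thus not the highest in the model that keeps the pairing, and 10 splits are too few for a share under 0.05 in either model.

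Why the paired model called genes was tested with other pairings of the same dishes. Of the 36 pairings within library sets, only 1, the real one, gave 150 genes, and the next highest gave 49. This is in line with same-numbered samples sharing a day and passage, whose differences the library set model leaves in the error. GC content or gene length was not the source, as 172 genes passed after the correction, of which 129 were among the 150. The shallow control library of pair 7 was not, since without that pair 140 genes passed, of which 90 were among the 150. Changes present in pair 4 only were not the source. The other 5 pairs would then add no direction, and with the 2 dishes of pair 4 exchanged about as many genes would pass, but 0 did. Without pair 4, 8 genes passed the threshold, and all 150 kept their direction with an unadjusted p-value under 0.05, although they were chosen in a model that includes the other pairs, so the latter number decides nothing by itself. The variance model stays open as a reason for the number, since plain empirical Bayes moderation called 0 genes.

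The authors' deposited standard errors were compared with those of both models across 8038 genes with a mean log2 value of at least 9. Their Spearman correlation was 0.923 with the standard errors of the paired model and 0.619 with those of the library set model. This suggests that the batch term of the paper's DESeq2 model was the pair, which the paper does not state. Genes are not independent replicates in this comparison.

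Trp63 was higher after ablation in 6 of 6 pairs. The paper offers a larger number of basal cells among its explanations. The other 13 basal cell markers had a mean log2 fold change of -0.11, against 0.39 for Trp63, and none of them rose as much. This argues against a larger share of basal cells as the whole source of the rise, at 4.5 h after ablation and in whole organoids. A change in basal cells near the ablation site is not excluded, because those cells are few. GC content or gene length was not the source, since after the correction the adjusted p-value of Trp63 was 0.00722 in the paired model (from 1.90e-06 to 0.121 over its alternatives). Regulation of Trp63 within basal cells stays open and was not tested.

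Cirbp and Rbm3, whose transcripts rise in mild cold, were singled out after their values were seen. Cirbp had a log2 fold change of 0.39 and Rbm3 of 0.17, each higher in 6 of 6 pairs, while the heat shock genes were lower in 5 of 6. As Cirbp and Rbm3 were chosen for their rise, it tests nothing. The heat shock genes, a list set beforehand, gave p = 0.0625 in an exact sign-flip permutation test. A lower temperature of the ablated dishes during their time on the microscope is a candidate explanation. The paper states that control dishes had the same experimental conditions and that dishes were incubated at culture temperature after ablation. For its imaging of organoid morphology and migration it reports culture conditions throughout. No temperatures were analysed, and every ablated dish was on the microscope, so a lower temperature cannot be told apart from an effect of ablation.

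All 12 libraries expressed Xist (14806 to 37365 normalized counts) and had 0 normalized counts of 4 Y-linked genes, Ddx3y, Eif2s3y, Kdm5d and Uty. Other lists, each with its FDR in the library set model, gave 0.239 for the ERK feedback genes and the Wnt target genes, 0.126 for the heat shock genes and 0.300 for the ciliated cell markers (3 genes tested, lower in 6 of 6 pairs) and the ATF4 target genes. Except for the ciliated cell markers, these lists passed the threshold in some fits. Without pair 1 the FDR was 0.00199 for the ATF4 target genes, 0.00856 for the ERK feedback genes and 0.00620 for the heat shock genes. Without pair 5 it was 0.00871 for the ERK feedback genes, and without pair 3 it was 0.0414 for the Wnt target genes. The ATF4 target genes also passed in the paired model with the GC and length correction (FDR = 0.0483).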
